# ChIP-seq analysis of genomic binding regions of five major transcription factors highlights a central role for ZIC2 in the mouse epiblast stem cell gene regulatory network

**DOI:** 10.1242/dev.143479

**Published:** 2017-06-01

**Authors:** Kazunari Matsuda, Tomoyuki Mikami, Shinya Oki, Hideaki Iida, Munazah Andrabi, Jeremy M. Boss, Katsushi Yamaguchi, Shuji Shigenobu, Hisato Kondoh

**Keywords:** ZIC2, POU3F1, OTX2, ESC, EpiSC, Mouse

## Abstract

To obtain insight into the transcription factor (TF)-dependent regulation of epiblast stem cells (EpiSCs), we performed ChIP-seq analysis of the genomic binding regions of five major TFs. Analysis of *in vivo* biotinylated ZIC2, OTX2, SOX2, POU5F1 and POU3F1 binding in EpiSCs identified several new features. (1) Megabase-scale genomic domains rich in ZIC2 peaks and genes alternate with those rich in POU3F1 but sparse in genes, reflecting the clustering of regulatory regions that act at short and long-range, which involve binding of ZIC2 and POU3F1, respectively. (2) The enhancers bound by ZIC2 and OTX2 prominently regulate TF genes in EpiSCs. (3) The binding sites for SOX2 and POU5F1 in mouse embryonic stem cells (ESCs) and EpiSCs are divergent, reflecting the shift in the major acting TFs from SOX2/POU5F1 in ESCs to OTX2/ZIC2 in EpiSCs. (4) This shift in the major acting TFs appears to be primed by binding of ZIC2 in ESCs at relevant genomic positions that later function as enhancers following the disengagement of SOX2/POU5F1 from major regulatory functions and subsequent binding by OTX2. These new insights into EpiSC gene regulatory networks gained from this study are highly relevant to early stage embryogenesis.

## Abstract (precis)

**Summary:** Surveying the binding profiles of the key transcription factors ZIC2, OTX2, SOX2, POU5F1 and POU3F1 in mouse epiblast stem cells reveals distinct ZIC2-OTX2-centered gene regulation from that in embryonic stem cells.

## INTRODUCTION

Mammalian somatic cells originate from the epiblast in postimplantation embryos. The success in establishing epiblast stem cells (EpiSCs) from the epiblasts of egg-cylinder-stage mouse embryos (Brons et al., 2007; Tesar et al., 2007; Sumi et al., 2013) created new opportunities for investigating the gene regulatory networks in the epiblast and for deriving specific somatic cell lineages (Iwafuchi-Doi et al., 2011, 2012; Acampora et al., 2013; Factor et al., 2014; Kojima et al., 2014; Matsuda and Kondoh, 2014; Tsakiridis et al., 2014; Henrique et al., 2015; Li et al., 2015; Song et al., 2016). EpiSCs can be maintained in feeder-free culture conditions supplemented with activin, which is a Nodal replacement, and bFGF (FGF2) (Brons et al., 2007; Iwafuchi-Doi et al., 2012). They can also be directed towards development into a variety of specific somatic lineages by removing activin and/or manipulating other cell signaling systems (Brons et al., 2007; Tesar et al., 2007; Iwafuchi-Doi et al., 2012; Kojima et al., 2014; Matsuda and Kondoh, 2014; Tsakiridis et al., 2014; Li et al., 2015). For example, simple removal of activin/Nodal signaling directs EpiSCs to develop into anterior neural plate (ANP) cells (Iwafuchi-Doi et al., 2012).

A promising approach to investigate gene regulatory networks is to determine the genomic binding sites of various transcription factors (TFs) using ChIP-seq. In a previous study, we identified ZIC2, OTX2, SOX2, POU5F1 and POU3F1 as major regulators in EpiSCs and during the transition to ANP. These TFs change their anteroposterior localization in the mouse epiblast after embryonic day (E) 6.5, and their overexpression and/or shRNA-mediated knockdown strongly impacts the downstream TFs involved in the derivation of various somatic lineages (Iwafuchi-Doi et al., 2012). OTX2 has also been emphasized as a regulator of early stage embryogenesis and embryonic stem cells (ESCs) (Acampora et al., 2013; Buecker et al., 2014; Yang et al., 2014). An additional focus in this present analysis is to investigate whether SOX2 and POU5F1 share the same genomic targets in mouse and human ESCs, which also express these TFs. Here, we used ChIP-seq technology to determine the genomic binding regions for these TFs to gain a deeper insight into their roles in early stage embryogenesis.

To perform parallel ChIP-seq analysis on a number of TFs with comparable efficiency, we developed a simplified version of the ChIP-seq technique that uses biotinylated TFs (de Boer et al., 2003; Kim et al., 2009). This circumvents the problem caused by antibody-dependent variations in ChIP-seq efficiency and decreases the technical hurdles inherent in conventional ChIP-seq procedures that include cell fractionation. In brief, single expression vectors to achieve *in vivo* biotinylation of a TF were transfected into EpiSCs at high efficiency, albeit under conditions that avoid overdosing cells with exogenous TFs and that maintain the epiblast state. Cell chromatin was then fixed with formaldehyde and whole-cell lysates, rather than isolated nuclei, were processed for the isolation of biotinylated TF-DNA complexes.

The parallel ChIP-seq analysis for five TFs revealed the following new features about the TF binding events. (1) Throughout the entire genome, genomic domains rich in ZIC2 binding of megabase (Mb) scale and those rich in POU3F1 binding alternate, with strong correlation with gene distribution. This presumably reflects the loose clustering of two types of regulatory sequences that act at a short distance and at a long distance from the gene, reflecting the characters of bound TFs. (2) Mouse ESCs and EpiSCs share their SOX2 and POU5F1 binding sites in limited proportions, reflecting the shift in the TFs of major regulatory functions from SOX2/POU5F1 in ESCs to ZIC2/OTX2 in EpiSCs. This shift in the major acting TFs appears to be primed by binding of ZIC2 at relevant genomic positions in ESCs. Thus, the ChIP-seq data on the five TFs in EpiSCs provide new genomic resources that can be utilized in studies on the regulation of stem cells of early stage embryogenesis.

## RESULTS AND DISCUSSION

### Fundamentals of the ChIP-seq procedure using *in vivo* biotinylated TFs

#### Expression of *in vivo* biotinylated TFs

ChIP-seq using a biotinylated TF requires the expression of an exogenous TF fused to a biotin ligase recognition peptide (BLRP) that is biotinylated *in vivo* by co-expressed *E. coli*-derived biotin ligase (BirA) (de Boer et al., 2003). Previously reported ChIP-seq methods using biotinylated TFs employed complex procedures that included the identification of stable transfectant clones with an appropriate level of exogenous TF expression (Kim et al., 2009). We chose transient transfection of an EpiSC population to ascertain that ChIP-seq analyses for a series of TFs were all performed on equivalent cell populations, avoiding the risk of isolating cell variants during cloning. This procedure took advantage of the high efficiency (75-95%; Fig. S1A) (Iwafuchi-Doi et al., 2012) of the transfection protocol that we developed.

By transfection of the pCAGGS-BLRP-IRES-BirA vector (Fig. 1A), TFs with BLRP added at their C-terminus were synthesized in EpiSCs, which were ∼2 kDa larger than endogenous TFs, as exemplified by POU5F1-BLRP detected in the western blot (Fig. 1B). Biotinylation of BLRP-tagged POU5F1 was confirmed by supershifting of the electrophoresed protein position following the addition of streptavidin to the SDS-PAGE samples (Viens et al., 2004) (Fig. 1B). In a transactivation assay using the nestin (*Nes*) enhancer, the BLRP-biotin-tagged SOX2 and POU5F1 showed full activity (Fig. S1B). As shown in our previous study, the expression of all five TFs in EpiSCs 24 h after the transfection of shRNA vectors was strongly downregulated (Iwafuchi-Doi et al., 2012), indicating rapid turnover of these TFs, which allows the access of exogenous TFs to their binding sites.

**Fig. 1.**
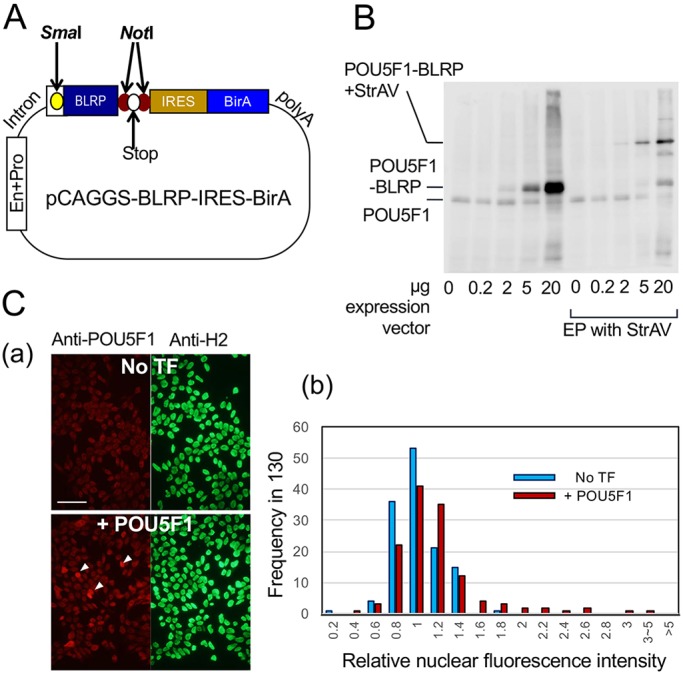
**Expression of biotinylated POU5F1 in transfected EpiSCs.** (A) Schematic of the pCAGGS-BLRP-IRES-BirA vector (not to scale). En, enhancer; Pro, promoter; *Sma*I, the insertion site for the ORF encoding the C-terminal fusion of BLRP; *Not*I, a pair of sites encompassing a stop codon that form the insertion site for the ORF encoding the N-terminal fusion of BLRP. (B) Immunoblots using an anti-POU5F1 antibody comparing the expression of exogenous (BLRP-tagged) and endogenous POU5F1 with increasing amounts of transfected expression vector. The right half of the panel shows the results of electrophoresis (EP) with addition of streptavidin (StrAV), which causes a supershift of biotinylated POU5F1-BLRP. (C) (a) POU5F1 (left) and histone H2 (right) immunofluorescence in the EpiSC population transfected with POU5F1-BLRP compared with the untransfected control. Arrowheads indicate cells expressing high levels of nuclear POU5F1. Scale bar: 50 µm. (b) Variation of POU5F1 immunofluorescence intensities over 130 nuclei in representative fields as assessed using ImageJ and normalized using histone H2 fluorescence. The average immunofluorescence in untransfected nuclei was set as 1.

#### Exogenous TF expression at a physiological level

As shown in Fig. 1B, the exogenous TF expression level was controlled by the DNA input level; an input of 5 µg vector DNA per 10-cm diameter culture dish was chosen as standard for transfection to achieve a physiological level of exogenous TF expression.

TF expression levels in individual cell nuclei of POU5F1-BLRP-transfected cells were assessed by POU5F1 immunofluorescence intensity (Fig. 1Ca), which were normalized for histone H2 immunofluorescence of the same nuclei. The results are presented relative to the average fluorescence intensity of untransfected EpiSCs, which was set to 1 (Fig. 1Cb). A shift in nuclear POU5F1 fluorescence intensity to a higher level was noted in the transfected population. In addition, some of the transfected cells expressed higher levels of POU5F1 than observed in untransfected cells (Fig. 1Ca, arrowheads). However, a large majority (95%) of transfected cells had less than twice the average amounts of nuclear POU5F1, with an average increase of 119% in the transfected cells relative to untransfected cells. A higher level of exogenous TF apparent in the immunoblot data using whole cells (Fig. 1B) may be explained by a contribution from cytoplasmic POU5F1.

Analogous data for other TFs generated in parallel experiments are shown in Fig. S1C. Because the same amounts of biotinylated TF expression vector DNA were used for all transfections, the extent of the shift to higher expression levels would be expected to depend on the endogenous TF expression levels. ZIC2 appeared to be expressed at high levels endogenously, and the impact of exogenous ZIC2 expression was minimal, with only a 10% increase, on average, in the immunofluorescence of nuclear ZIC2 (plus ZIC3, which is also recognized by the anti-ZIC2 antibodies). In OTX2-transfected and SOX2-transfected cells, exogenous TF expression increased the nuclear TF levels only to 137% and 130%, respectively, relative to untransfected cell populations. By contrast, POU3F1 appeared to have a relatively low endogenous expression level. Even in this case, the average POU3F1 levels in transfected cell nuclei were estimated to be 252% of normal, and the majority (68%) of nuclei remained with the POU3F1 level within the range of 200% of untransfected cell average.

To confirm that exogenous TF expression does not interfere with the EpiSC state, we analyzed NANOG expression levels in the transfected populations. Even in untransfected EpiSCs, NANOG expression showed variation in its levels, which were divided into brighter and dimmer nuclear populations using a threshold (Fig. S1Da). These populations did not change significantly after exogenous expression of the aforementioned TFs (Fig. S1Db). Analogous analysis of POU5F1 expression in the TF-transfected populations (other than POU5F1 transfection) did not show transfection-dependent changes (data not shown). These analyses indicated that transfection with any of the TFs used for the ChIP-seq analysis did not interfere with the EpiSC state.

#### High performance of the ChIP-seq procedure using biotinylated TFs

One day after transfection with a biotinylated TF-BLRP expression vector for 8 h, the culture was processed for chromatin fragmentation using whole lysate of formalin-fixed cells, yielding chromatin fragments with an average DNA length of 150 bp (Fig. 2A). The TF-BLRP-bound chromatin fragments were extracted using streptavidin-linked magnetic beads under stringent wash conditions (Table S1). This step was followed by standard ChIP-seq procedures. Peak calling using MACS1.4 identified 60,000-120,000 ChIP-seq peaks (Table S2).

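The deposited values of this experiment are 1 list of MACS1.4 peaks for each of the 5 TFs, made from chromatin of EpiSCs (epiblast stem cells) that expressed the TF with the biotin acceptor sequence BLRP. Each list gives the position of every peak on the mouse genome build mm9 and a score, which MACS derives from the logarithm of its p-value and which was 50 or more for every peak. Each TF was profiled in 1 library, so no value has a replicate error, and the read depth behind the lists is unknown. The ZIC2 list held 122053 peaks with a median score of 169.9, and the POU3F1 list held 112753 peaks with a median score of 193. There were 103281 OTX2 peaks, 63751 SOX2 peaks and 62457 POU5F1 peaks, with median scores of 99.2, 95.5 and 133, respectively. Keeping only peaks with a score of at least 100 moved the numbers most, to between 30025 for SOX2 and 84420 for ZIC2. Between 65 and 247 peaks of each list lay outside chromosomes 1 to 19, X and Y and were left out wherever positions were compared with random positions, with segments, with genes or with sequence. Shares of peaks are given with 95% Wilson intervals, which cover counting error only.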

**Fig. 2.**
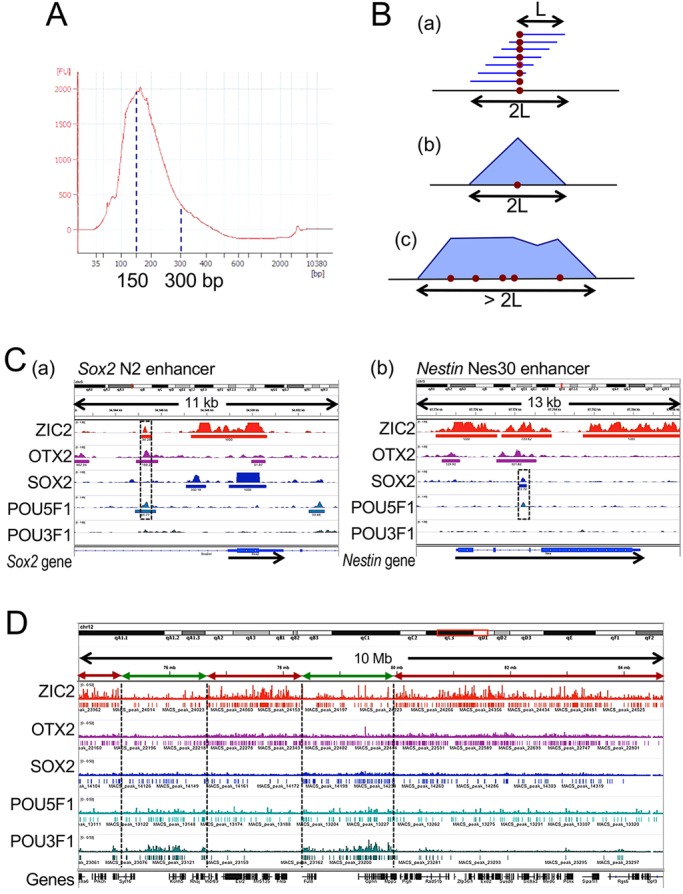
**Relationships of ChIP-seq peak widths with DNA fragment length in ChIP-seq analysis and reiteration of TF binding sites in a short genomic span.** (A) A representative DNA length profile of sheared (Covaris S2-treated) chromatin samples transfected with POU5F1-BLRP, showing a peak at ∼150 bp. (B) Interpretation of ChIP-seq peak widths. If DNA fragments to be used for ChIP-seq analysis have a length of L (a), then ChIP-seq peaks representing single TF bindings will have a peak width of 2L (b). However, reiteration of TF binding in a short genomic span results in wider ChIP-seq peaks, and the occurrence of clustered TF binding sites over a genomic span will cause the appearance of peak ranges (c). (C) Examples of ChIP-seq peaks indicating singlet binding of TFs to the known enhancers *Sox2* N2 (a) and nestin Nes30 (b), as shown using IGV outputs for genomic regions chr12:34,542,000-34,553,800 and chr12:87,773,000-87,786,300, respectively. The direction of gene transcription is indicated by arrows. (a) The N2 enhancer is 5′ of the *Sox2* gene (Iwafuchi-Doi et al., 2012), with ChIP-seq peaks formed at the same position (boxed), indicating the co-binding of ZIC2, OTX2 and POU5F1. The strong *Sox2* peak apparent on the *Sox2* gene itself was due to carryover of the Sox2-BLRP vector. (b) SOX2 and POU5F1 ChIP-seq peaks formed on the Nes30 enhancer (Tanaka et al., 2004) (boxed). (D) IGV outputs of a representative 100 Mb genomic region from chromosome 12 (chr12:74,400,000-84,700,000), showing the TF-dependent arrangements of ChIP-seq peaks for ZIC2, OTX2, SOX2, POU5F1 and POU3F1. MACS annotated peaks are indicated below the Bowtie mapped reads. The approximate boundaries between the regions dominated by clustered ZIC2 (red arrows) and POU3F1 (green arrows) peaks are shown.

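The Sox2 gene (ENSMUSG00000074637.3) lies on chromosome 3 of mm9 from 34548927 to 34551383 and has 1 exon. A SOX2 peak from 34548992 to 34550623 covered all 957 bp of its coding sequence and had a score of 3100. In the ZIC2 list, a peak from 34547314 to 34550650 with the same score also covered the coding sequence. Each of the other four TFs had a peak of score 3100 over coding exons of its own gene. These peaks covered 100% of the coding bases of Zic2, Pou5f1 and Pou3f1, and in Otx2 100% was reached together with 2 further OTX2 peaks of scores 2045 and 556. As at Sox2, a ZIC2 peak of score 3100, from 124333361 to 124337631 on chromosome 4, also covered 100% of the coding bases of Pou3f1. The identical value of 3100 recurred at all these genes and was the highest score in the SOX2 and OTX2 lists. Equal scores of 3100 therefore do not show that the ZIC2 peaks were as strong as the TF's own peaks. Intron bases more than 500 bp from a coding exon, which a cDNA vector lacks, were covered by peaks of the TF itself to 0% in Zic2 (792 bp), 13.9% in Otx2 (5285 bp) and 0.556% in Pou5f1 (1619 bp).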

### Characterization of ChIP-seq peaks

#### ChIP-seq peak widths

As explained in Fig. 2B, ChIP-seq using a DNA fragment size L will yield a peak width of 2L for singlet binding sites. Considering the modal DNA fragment size of 150 bp and 92nd percentile fragment length of 300 bp used in our ChIP-seq analysis (Fig. 2A), peak widths of less than 500 bp will indicate the occurrence of singlet binding sites. The larger peak widths thus indicate the occurrence of multiple TF binding sites at relatively short genomic intervals that do not separate into individual peaks.

#### ChIP-seq peaks on known enhancers

We evaluated the ChIP-seq peaks obtained using our new procedure by analyzing known TF binding sites: the *Sox2* upstream N2 enhancer, which is activated via co-binding by ZIC2, OTX2 and a POU factor (Iwafuchi-Doi et al., 2011); and the Nes30 enhancer in the second intron of *Nes*, which is known to bind SOX2 and a POU factor in ESCs and neural stem cells (Tanaka et al., 2004; Lodato et al., 2013). These enhancers were indeed bound by the expected TFs, forming overlapping singlet ChIP-seq peaks (Fig. 2C).

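The peaks were looked up on chromosome 3, where mm9 places both genes. Upstream of Sox2, peaks of 3 TFs overlapped one another with midpoints 3.53 to 3.60 kb from the TSS. The ZIC2 peak, from 34545145 to 34545609, was 465 bp wide and had a score of 50.3, near the lowest value in the list. The OTX2 peak, from 34544920 to 34545868, was 949 bp wide with a score of 188, and the POU5F1 peak, from 34544870 to 34545775, was 906 bp wide with a score of 65.8. Of these 3 peaks, only the OTX2 peak remained when a score of at least 100 was required. Nes (ENSMUSG00000004891.10) lies from 87775000 to 87784373, and its intron 2 held a SOX2 peak of 398 bp from 87778211 to 87778608 with a score of 72.7. This SOX2 peak lay within an OTX2 peak of 2032 bp and a ZIC2 peak of 2535 bp. No POU5F1 or POU3F1 peak was listed between 87773000 and 87786300.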

#### Enriched DNA sequence motifs in ChIP-seq peaks

The sequences of ChIP-seq peaks of 400-1000 bp with a cumulative length of 30-50 Mb were analyzed using MEME-ChIP (Machanick and Bailey, 2011) to evaluate the enrichment of sequence motifs. 

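Peaks of 400 to 1000 bp summed to 52.7 Mb for ZIC2 (73859 peaks), 56.2 Mb for OTX2 (75979 peaks), 35.6 Mb for SOX2 (51774 peaks), 28.2 Mb for POU5F1 (34753 peaks) and 38.8 Mb for POU3F1 (53412 peaks). MEME-ChIP was not run here. Instead, both strands of mm9 were searched for the binding sequences within 100 bp of each peak midpoint and in windows of equal size centered 1000 bp to either side. A stretch of 7 bases with A or T between 3 G or C bases on each side occurred at 83.0% of ZIC2 peaks (82.7 to 83.3%) and in 58.1% of flanking windows, with mean GC contents of 54.8% and 46.2%, respectively. GGTAAT occurred at 7.47% of OTX2 peaks (7.28 to 7.66%) and in 5.29% of flanking windows. The related sequence GGATTA, chosen after short sequences had been counted in the peaks, moved this comparison most and occurred at 26.0% of OTX2 peaks and in 8.89% of flanking windows. GGTAAT was not specific to OTX2 peaks. Its share in peaks over that in flanking windows was 1.41 for OTX2, 1.57 for POU3F1, 1.22 for POU5F1, 1.07 for SOX2 and 0.644 for ZIC2. For GGATTA this ratio was 2.92 for OTX2 and 1.10 for POU3F1. ACAA followed by A or T and by A or G occurred at 87.4% of SOX2 peaks and in 56.0% of flanking windows. The octamer ATGCA[A/T]AT was found without a mismatch at 19.2% of POU5F1 peaks and in 3.26% of their flanking windows, and at 10.1% of POU3F1 peaks and in 3.52% of their flanking windows. With up to 2 mismatches it was present at 99.8% of POU5F1 peaks and 99.7% of POU3F1 peaks, but also in 94.8% and 96.6% of the flanking windows.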

The results, as summarized in Fig. S2A, indicate that the ChIP-seq peaks were enriched with sequence motifs relevant for TF binding: ZIC2 binding sequences characterized by interruption of G/C stretches by A/T bases (Lim et al., 2010; Jolma et al., 2013); OTX2 binding sequence approximated by GGTAAT (Briata et al., 1999; Jolma et al., 2013); SOX2 binding motifs represented by ACAA[A/T][A/G] (Kamachi and Kondoh, 2013; Kondoh and Kamachi, 2015); and POU class TF binding motifs of ʻoctamer' consensus sequence ATGCA[A/T]AT (Jolma et al., 2013) with allowance of two base deviations (Kamachi and Kondoh, 2013).

### Alternating pattern of Mb-scale genomic domains rich in ZIC2 and those rich in POU3F1 peaks

We inspected the genomic distribution of the annotated ChIP-seq peaks over the mouse genome using Integrative Genome Viewer (IGV) (Robinson et al., 2011) with a scrolling unit of several Mb. This visual inspection indicated the following features (see Fig. 2D, for example). Genomic domains of a Mb scale that are rich in ZIC2 peaks and those rich in POU3F1 peaks alternate with one another. 

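Peak density was measured as the summed peak width per 1 Mb segment, divided by its mean over the 2584 segments that held a peak of any TF. ZIC2 density exceeded POU3F1 density in 1218 segments, and POU3F1 density was the higher in the other 1366. Along the chromosomes the higher of these TFs switched 529 times between adjacent segments, compared with 1215 ± 24.6 switches (mean and SD) in 1000 random orders of the segments of each chromosome. This gave p = 0.002 in a two-sided permutation test, the smallest value these random orders can give. Runs of segments with the same TF higher were up to 49 segments long, and 73.0% of segments belonged to runs of at least 5. The ratio of observed to random switches was 0.435, and segments of 2 Mb moved it most, to 0.568. In the region of chromosome 12 in Fig. 2D, from 74400000 to 84700000, 8 segments had more ZIC2 and 3 had more POU3F1, with 4 switches between them. ZIC2 density rose and POU3F1 density fell with the GC content of the segment, with Spearman's rho of 0.935 and -0.781 across segments.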

The distribution of ChIP-seq peaks of three other TFs was more uniform, although OTX2 peaks tended to be associated with ZIC2 peaks, and SOX2 and POU5F1 peaks with POU3F1 peaks. In addition, ZIC2 peak-rich domains were also rich in genes.

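Spearman's correlation of peak density was computed across the segments for all 10 pairs of TFs. Segments are not independent replicates, so each rho was compared with 1000 rotations of one profile along each chromosome (two-sided permutation test, Benjamini-Hochberg adjustment over the 10 pairs). The rho of ZIC2 and OTX2 was 0.852, and that of ZIC2 and POU3F1 was -0.643. POU3F1 density correlated with SOX2 density with a rho of 0.695 and with POU5F1 density with a rho of 0.696, and the rho of SOX2 and POU5F1 was 0.575. ZIC2 had a rho of -0.264 with SOX2 and -0.206 with POU5F1, and OTX2 had a rho of -0.117 with POU5F1 and -0.476 with POU3F1. Each of these 9 pairs reached the smallest p that 1000 rotations can give, 0.00222 after adjustment. For OTX2 and SOX2 the rho was -0.0177 against a mean of 0.0707 in the rotations, with an adjusted p of 0.012, and in segments of 500 kb it was 0.0274, with adjusted p from 0.002 to 0.206 over the alternatives set in advance. A partial correlation with segment GC content held constant, chosen after the data were examined, moved 8 of the 10 values most and made all 6 negative rho positive, with 0.388 for ZIC2 and POU3F1.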

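The number of protein-coding genes that start in a segment was counted from the GENCODE vM1 annotation of mm9. Across segments, it correlated with peak density with a rho of 0.735 for ZIC2, 0.709 for OTX2, -0.229 for SOX2, -0.328 for POU5F1 and -0.547 for POU3F1. For each TF, the permutation test with rotations gave p = 0.002 before and after adjustment over the 5 TFs. Gene number itself followed GC content with a rho of 0.682, and with GC content held constant, chosen after the data were examined, the partial rho with gene number was 0.374 for ZIC2, 0.382 for OTX2, 0.0857 for SOX2, -0.163 for POU5F1 and -0.0308 for POU3F1. The segment in which ZIC2 density exceeded POU3F1 density most, on chromosome 10 from 80000001 to 81000000, held 306 ZIC2 peaks, 0 POU3F1 peaks and 59 genes at a GC content of 53.7%. The segment with the largest excess of POU3F1, on chromosome 1 from 68000001 to 69000000, held 221 POU3F1 peaks, 4 ZIC2 peaks and 0 genes at a GC content of 36.2%.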

To substantiate these observations, we divided the genomic sequence of all chromosomes into 2582 segments (chromosomal segments of 1 Mb) and scored the sum of the peak widths for each TF per Mb (peak densities) or the number of genes in a segment. The distribution of the ChIP-seq peak densities for individual TFs over the genome is summarized as a heat map in Fig. 3 and is compared with the distribution of the genes. The heat map data were consistent with the conclusions derived on the basis of the IGV-based visual inspection of the ChIP-seq peak distribution (Fig. 2D).

**Fig. 3.**
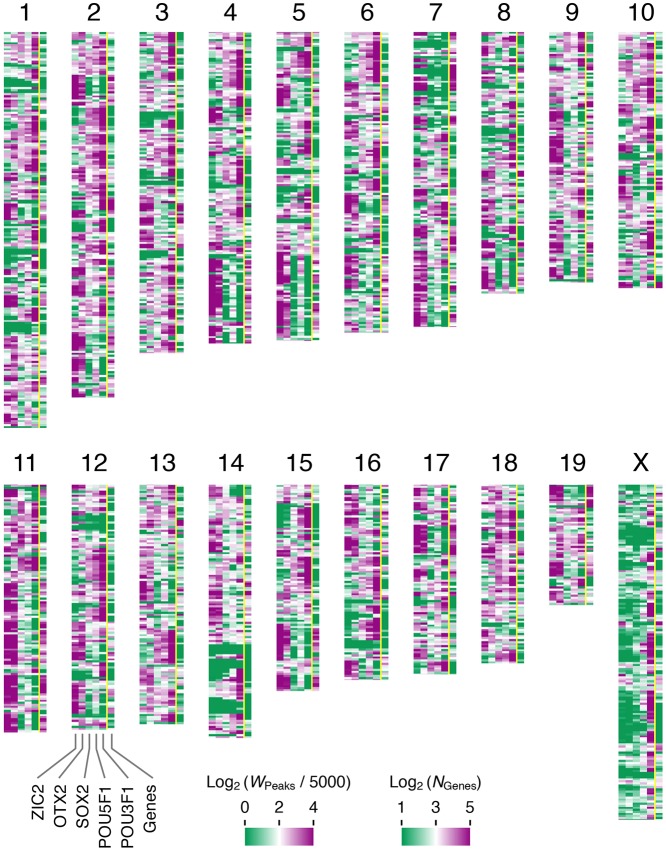
**Heat map representation of ChIP-seq peak and gene densities in 1 Mb genomic intervals.** The mouse mm9 genomic sequence of all chromosomes was divided into segments of 1 Mb and then the segments without any ChIP-seq peaks were removed. The sum of the peak widths for each TF per Mb segment (*W*_Peaks_) divided by 5000, or the number of RefSeq gene (Pruitt et al., 2014) TSSs per segment (*N*_Genes_), were ranked on a logarithmic scale using the heat map over individual chromosomes (shown oriented with centromere sides to the top).

To further confirm our observations, we performed the following statistical analysis. After normalizing the average peak density to a value of 1 for all TFs, the ranges of variation in peak density in individual Mb segments were plotted for the five TFs (Fig. S2B). The peak density per Mb genomic segment for ZIC2 and POU3F1 showed a very broad distribution from very high (>5) to very low (<0.1) values, corresponding to peak-rich and peak-sparse genomic domains. By contrast, the ChIP-seq peak densities for OTX2, SOX2 and POU5F1 had a much narrower distribution.

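Relative to a mean density of 1, 60 of the 2584 segments exceeded 5 for ZIC2 (2.32%, 1.81 to 2.98%) and 32 did so for POU3F1 (1.24%, 0.879 to 1.74%). The highest segment reached 11.6 for ZIC2 and 7.30 for POU3F1. No segment exceeded 5 for OTX2, SOX2 or POU5F1, whose highest densities were 4.47, 4.42 and 4.62. Densities under 0.1 were found in 16.0% of segments for ZIC2 (14.6 to 17.4%) and in 21.4% for POU3F1 (19.9 to 23.0%), compared with 9.06% for OTX2, 6.46% for SOX2 and 4.41% for POU5F1. The SD of density over segments was 1.37 for ZIC2, 1.21 for POU3F1, 0.792 for OTX2, 0.725 for SOX2 and 0.653 for POU5F1. Counting peaks in place of summing their widths moved the shares over 5 most, to 1.01% for ZIC2 and 0.0387% for POU3F1. With a score of at least 100, 2 segments exceeded 5 for OTX2, 4 for SOX2 and 2 for POU5F1. With segments of 500 kb, 2, 1 and 7 did so.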

#### High clustering tendency of ZIC2 and POU3F1 binding sites

ChIP-seq peaks of ZIC2 and POU3F1 were often clustered more densely than those of the other three TFs. This was confirmed by the peak gap size analysis shown in Fig. S2C, gap size being the distance between the midpoints of two adjacent peaks. The analysis indicated that for ZIC2 and POU3F1 the peak gap size was distributed more broadly, with the modal gap size one order of magnitude shorter than predicted from random occurrence of the peaks. However, this feature was not apparent for OTX2, SOX2 or POU5F1 peaks.

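Distances between adjacent peak midpoints were sorted into bins of 0.1 on the log10 scale and compared with 20 lists of equally many midpoints placed at random on each chromosome. The modal gap was 2818 bp for ZIC2 and 2818 bp for POU3F1, against modes of 17783 bp and 22387 bp for random midpoints, so that the random mode was 6.31 and 7.94 times the observed one. For OTX2 the modal gap was 11220 bp against 22387 bp, for SOX2 it was 22387 bp against 35481 bp and for POU5F1 it was 35481 bp against 44668 bp, with ratios of 2.00, 1.58 and 1.26. Placing the random midpoints within the 1 Mb segment of each peak moved the ratio most for POU3F1, to 3.98, and brought that of ZIC2 to 3.16 and that of POU5F1 to 0.794. The interquartile range of log10 gap size was 0.814 for ZIC2, 0.866 for OTX2, 0.819 for SOX2, 0.858 for POU5F1 and 0.766 for POU3F1, and between 0.686 and 0.702 for random midpoints. For gaps between peak edges it was 1.10 for ZIC2, 1.08 for POU3F1, 0.995 for OTX2, 0.926 for POU5F1 and 0.866 for SOX2.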

An additional effect of dense clustering of TF binding sites is that individual ChIP-seq peaks corresponding to the TF binding sites fail to separate and instead form a peak range that covers a long genomic span. The analysis of ChIP-seq peak widths for the TFs (Fig. S2D) indicated that ZIC2 and POU3F1 binding sites reiterate frequently, resulting in >2000 bp peak ranges occupying 20% and 29% of peaks, respectively. By contrast, 60% and 70% of OTX2 and SOX2 binding sites, respectively, were in ChIP-seq peaks <1000 bp, indicating that they very frequently occur as singlet binding sites. 

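The share of peaks wider than 2000 bp was 7.91% for ZIC2 (7.76 to 8.06%) and 13.2% for POU3F1 (13.0 to 13.4%). It was 2.10% for OTX2, 0.681% for SOX2 and 3.16% for POU5F1 (3.03 to 3.30%). Of the OTX2 peaks 73.7% (73.5 to 74.0%), and of the SOX2 peaks 81.8% (81.5 to 82.1%), were narrower than 1000 bp, compared with 55.6% for POU5F1 (55.2 to 56.0%), 61.1% for ZIC2 and 47.5% for POU3F1. Peaks narrower than 500 bp made up 7.95% of SOX2 peaks, 4.87% of ZIC2 peaks, 3.74% of POU3F1 peaks, 1.94% of OTX2 peaks and 0.821% of POU5F1 peaks. The median width was 723 bp for SOX2, 803 bp for OTX2, 864 bp for ZIC2, 963 bp for POU5F1 and 1034 bp for POU3F1. When the same number of peaks was taken from each list, the 50000 with the highest scores, 19.3% of ZIC2 peaks and 29.8% of POU3F1 peaks were wider than 2000 bp. Weighting each peak by its width, chosen after the data were examined, gave the largest shares, 20.7% and 30.0%.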

The distribution of POU5F1 binding sites appears to be intermediate between these two cases.

#### TF-dependent proximity of ChIP-seq peaks to transcription start sites (TSSs)

The distance of ChIP-seq peaks from neighboring genes classified the TFs into two classes (Fig. S3A). The majority (55%) of ZIC2 and OTX2 peaks were within 50 kb of a TSS. By contrast, more than 80% of the SOX2, POU5F1 and POU3F1 peaks were at least 50 kb away from a TSS. These observations indicated that ZIC2 and OTX2 most often function by binding to gene-proximal regulatory sequences, whereas SOX2 and POU factors primarily function via gene-remote regulatory sequences.

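Distances were measured from each peak midpoint to the nearest of 86842 TSSs of all transcripts in the annotation, since a RefSeq list for mm9 was not used here. Within 50 kb of a TSS were 84.6% of ZIC2 peaks (84.3 to 84.8%) and 81.0% of OTX2 peaks (80.8 to 81.3%). The share was lower for SOX2 with 59.8% (59.4 to 60.2%), for POU5F1 with 57.5% (57.2 to 57.9%) and for POU3F1 with 47.3% (47.0 to 47.6%). The median distance was 9.59 kb for ZIC2, 12.0 kb for OTX2, 33.0 kb for SOX2, 36.6 kb for POU5F1 and 55.5 kb for POU3F1. Of the alternatives set in advance, the 45968 TSSs of protein-coding transcripts moved the shares most, to 75.3% of ZIC2 peaks and 71.2% of OTX2 peaks within 50 kb. With these TSSs, 55.7% of SOX2 peaks, 58.3% of POU5F1 peaks and 70.3% of POU3F1 peaks lay farther than 50 kb away.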

The ChIP-seq peaks within 5 kb of a TSS were further characterized using aggregation plots (Fig. S3B). The local TSS density per ChIP-seq peak at 5 kb points averaged over the genome varied depending on the TF. Approaching the ChIP-seq peak position, strong positive TSS peaks (maximum ∼0.01) occurred with ZIC2. By contrast, POU3F1 and POU5F1 peaks, starting from already low TSS densities, further decreased at the peak position, indicating that the overlap of a POU3F1 or POU5F1 peak with a TSS is very rare. The aggregation plots using OTX2 and SOX2 had bumps at ∼1000 bp from the ChIP-seq peaks, but depressions at these ChIP-seq peak midpoints, indicating that OTX2 or SOX2 ChIP-seq peaks are more enriched at ∼1000 bp from TSSs.

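The number of TSSs per peak was counted in bins of 100 bp around the peak midpoints, and the bin at the midpoint was compared with the mean of the bins 4000 to 5000 bp away (95% exact Poisson interval of the ratio). For ZIC2, 5570 TSSs fell in the central bin, which was also the maximum of the profile at 0.0457 TSSs per peak, with a ratio of 6.09 (5.91 to 6.27). The central ratio was 0.315 (0.233 to 0.416) for POU5F1, with 50 TSSs, and 0.486 (0.391 to 0.599) for POU3F1, with 91 TSSs. For SOX2 it was 0.735 (0.615 to 0.870) at the midpoint and 1.51 (1.43 to 1.60) at 1000 bp. OTX2 had a ratio of 0.944 at the midpoint, with an interval of 0.873 to 1.02 that includes 1, and 1.43 (1.39 to 1.47) at 1000 bp. Counting 1 TSS for each protein-coding gene, chosen after the data were examined, moved the maximum for ZIC2 most, to 0.0132 TSSs per peak, and brought the central ratio to 1.12 for OTX2 and 0.816 for SOX2, both with intervals that include 1.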

The differences in the positioning of TF binding sites, either in close proximity to or distant from genes (Fig. S4), and their tendency for clustering (Fig. S2B,C) appear to form the basis of the alternating patterns of genomic domains rich in ZIC2 and those rich in POU3F1 peaks (Fig. 3). Whether this type of patterning is unique to EpiSCs and whether the patterns vary with stem cell type warrant future studies.

### ChIP-seq peak overlap in EpiSCs indicates two TF groups

#### Two groups of TFs that show a high frequency of in-group ChIP-seq peak overlap

The majority of TFs function via interaction with other TFs. We investigated the overlap of ChIP-seq peaks between two TFs, as summarized in Fig. 4A. The following features of overlapping ChIP-seq peaks were noted. (1) The overlap between ZIC2 and POU3F1 peaks was minimal (1.2-1.3%). 

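Peaks were counted as overlapping when they shared at least 1 bp, and the number expected by chance was taken from 1000 rotations of the second list along each chromosome, which keep the spacing of its peaks (two-sided permutation test, Benjamini-Hochberg adjustment over the 10 pairs). Of 121806 ZIC2 peaks, 1407 overlapped a POU3F1 peak, a share of 1.16% (1.10 to 1.22%), and 1.27% of POU3F1 peaks (1.21 to 1.34%) overlapped a ZIC2 peak. The rotations placed a POU3F1 peak at 9.13% of ZIC2 peaks, so that the observed overlap was 0.127 times the random one (adjusted p = 0.00222 in the permutation test, from the smallest p that 1000 rotations can give). Requiring an overlap of at least 50% of both peaks gave a ratio of 0.0478. Placing POU3F1 peaks at random only within their own 1 Mb segment, which keeps the alternation of ZIC2-rich and POU3F1-rich segments, moved the ratio most, to 0.354.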

(2) A significant proportion (15.9-18.7%) of ZIC2 and OTX2 peaks overlapped, suggesting their functional interactions. 

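Of the ZIC2 peaks, 18014 overlapped an OTX2 peak, a share of 14.8% (14.6 to 15.0%), and 18339 of 103115 OTX2 peaks, or 17.8% (17.6 to 18.0%), overlapped a ZIC2 peak. By chance 8.09% of ZIC2 peaks would have met an OTX2 peak, which gives a ratio of 1.83 with an adjusted p of 0.00222 in the permutation test. The alternatives gave ratios from 1.25, with OTX2 peaks placed within their own segment, to 2.18, with the 50000 highest-scoring peaks of each list. From this proportion of overlapping peaks, the paper proposes that ZIC2 and OTX2 interact functionally.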

(3) POU5F1 and POU3F1 peaks overlapped at high frequency (30-53%), as expected from their sharing of similar *in vitro* binding sequences (Jolma et al., 2013). However, the remaining ChIP-seq peaks were unique to each POU factor. 

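A POU3F1 peak overlapped 51.7% of the 62387 POU5F1 peaks (51.3 to 52.0%), against 9.65% by chance, a ratio of 5.35. Conversely, 28.0% of the 112688 POU3F1 peaks (27.7 to 28.2%) overlapped a POU5F1 peak. This share fell with the score of the POU3F1 peak, from 57.9% in the highest-scoring sixth to 13.6% in the lowest. POU5F1 peaks overlapped a POU3F1 peak in 55.3% of the highest-scoring sixth and 43.8% of the lowest. Of the 30160 POU5F1 peaks without a POU3F1 peak, 45.7% (45.1 to 46.2%) lay at a stretch of at least 20 bp in which purines and pyrimidines alternate, compared with 13.5% (13.1 to 13.8%) of those with a POU3F1 peak and 3.68% of random windows.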

(4) SOX2 ChIP-seq peaks overlapped most frequently with POU3F1 peaks (17.5-10.4%) and less so with POU5F1 peaks (7.7-8.3%). These rates of overlap were much lower than in ESCs, where the majority of SOX2 and POU5F1 peaks overlap (Chen et al., 2008) (see also Fig. 6A). 

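A POU3F1 peak was found at 17.7% of the 63678 SOX2 peaks (17.4 to 18.0%), 2.03 times the random overlap, and 9.81% of POU3F1 peaks (9.64 to 9.99%) overlapped a SOX2 peak. The share of SOX2 peaks that overlapped a POU5F1 peak was 8.00% (7.79 to 8.21%) against 4.51% by chance, a ratio of 1.77, and 8.02% of POU5F1 peaks (7.81 to 8.24%) overlapped a SOX2 peak. Both ratios had an adjusted p of 0.00222 in the permutation test.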

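Between ZIC2 and SOX2, 2.74% of ZIC2 peaks and 5.27% of SOX2 peaks overlapped, 0.605 times the random number, and between ZIC2 and POU5F1, 2.85% of ZIC2 peaks and 5.26% of POU5F1 peaks overlapped, 0.566 times the random number. OTX2 peaks overlapped 12.3% of SOX2 peaks (12.1 to 12.6%), a ratio of 1.79, and 7.58% of OTX2 peaks overlapped a SOX2 peak. A POU3F1 peak overlapped 7.06% of OTX2 peaks, 0.807 times the random number, but this ratio was 1.04 under the reciprocal overlap of 50% and 1.32 when random peaks stayed within their segment. A POU5F1 peak overlapped 4.90% of OTX2 peaks, 1.04 times the random number (adjusted p = 0.020 in the permutation test), and across the 6 alternatives this ratio ran from 0.998, under the reciprocal overlap, to 1.16, with adjusted p from 0.002 to 0.975. The other four pairs had an adjusted p of 0.00222 in the permutation test.

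**Figure D1:**
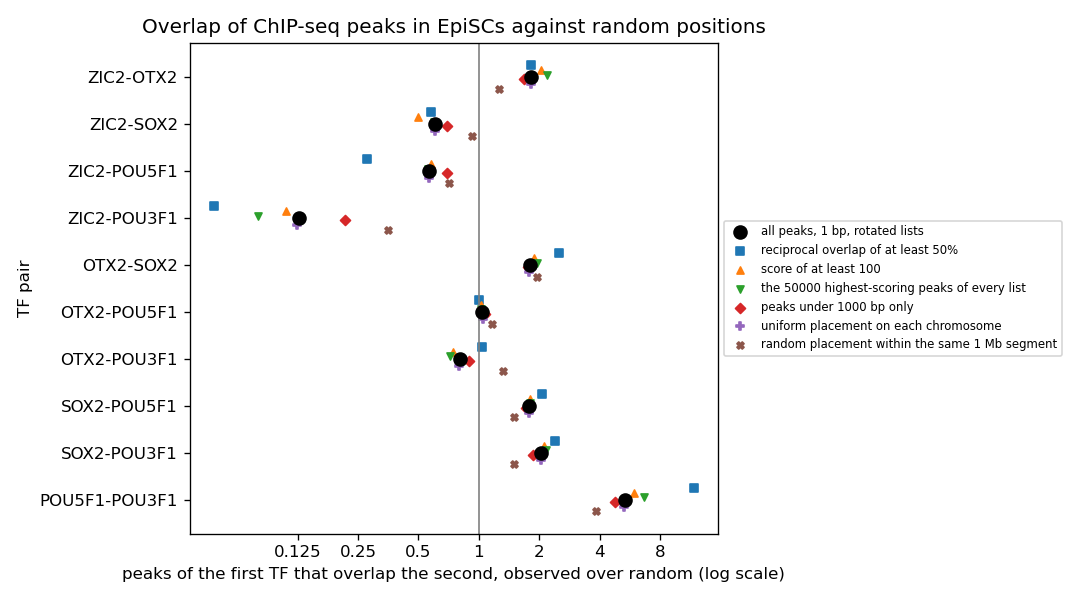
Ratio of observed to random overlap (log axis, 1 = random) for the 10 pairs of TFs in EpiSCs, with one point for the main setting and one for each of the 6 alternative settings. The ZIC2 and POU3F1 pair lies farthest below 1, from 0.0478 to 0.354, and the POU5F1 and POU3F1 pair farthest above, from 3.83 to 11.8.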

(5) ChIP-seq peak overlap was limited between the TF groups ZIC2 plus OTX2 versus SOX2 plus POUs, except for 12% of SOX2 peaks that overlapped with OTX2 peaks.

**Fig. 4.**
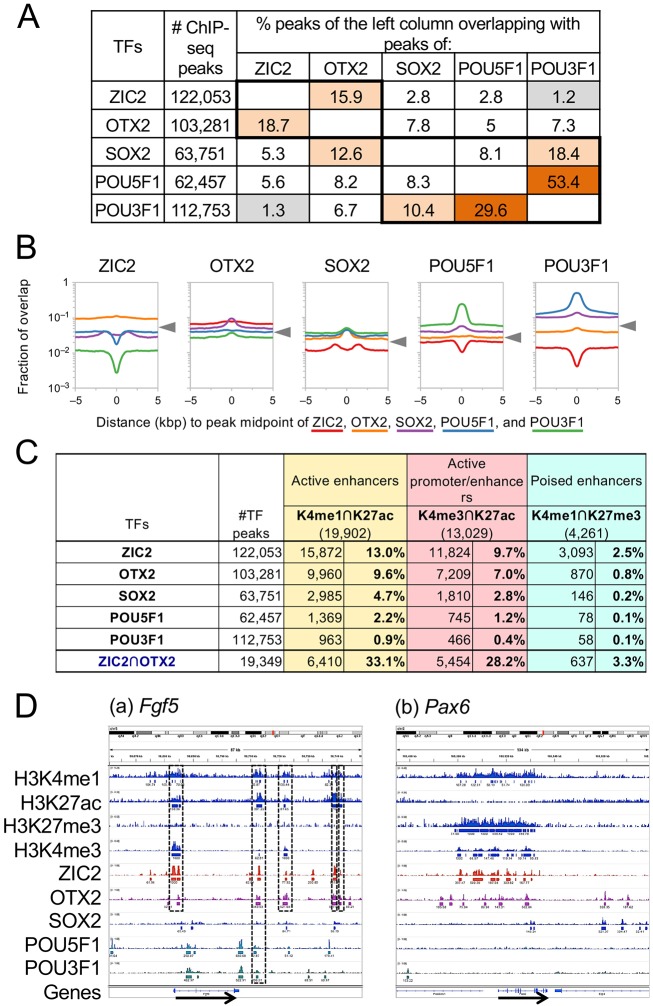
**Statistics on the overlap of ChIP-seq peaks.** (A) The frequency of overlap of MACS annotated peaks. Overlap rates higher than 10% and lower than 2% are highlighted in orange and gray, respectively. High-frequency peak overlaps in ZIC2-OTX2 and SOX2-POU TF groups are indicated by thick-lined boxes. (B) Aggregation plots illustrating the fraction of relative midpoint positions of the ChIP-seq peaks of target TFs (as indicated by color codes) that overlap with the peaks of the anchor TF shown at the top. Ordinate shows the fraction of overlap on a logarithmic scale measured in 100 bp bins. The levels of the plot assuming random distribution of the TF peaks are indicated by arrowheads. (C) The fraction of TF ChIP-seq peaks overlapping with genomic regions harboring specific histone H3 modification signatures. (D) Comparison of ChIP-seq peaks of TF binding and the locations of histone H3 modifications around the genes representative of specific cell lineages. IGV outputs of the genomic regions chr5:98,661,300-98,748,500 (a) and chr2:105,475,120-105,578,450 (b) are shown. The genes and their direction of transcription are indicated by arrows. (a) *Fgf5*, expressed in EpiSCs. Overlap of TF peaks and modified histone H3 peaks is emphasized by boxes. (b) *Pax6*, representing anterior neural plate development.

As the expression levels of TFs among the EpiSC population are not perfectly homogeneous (Fig. 1C, Fig. S1C), we investigated the possibility that EpiSCs comprise alternative subpopulations of high ZIC2 expressers and high POU3F1 expressers, or of POU5F1 expressers and POU3F1 expressers, which might account for the poorly overlapping binding events between ZIC2 and POU3F1, as well as the occurrence of individually unique binding sites for POU5F1 and POU3F1 (Fig. 4A). As shown in Fig. S4, the expression levels of the two sets of TFs were positively correlated (correlation coefficient, *r=*∼0.6), indicating that the ChIP-seq peak overlap patterns shown in Fig. 4A occur in the same cell populations.

We also analyzed the relative positioning of ChIP-seq peak midpoints between a pair of TFs using aggregation plots that are independent of peak widths (Fig. 4B). The target TF-dependent variations of the plots indicated TF pair-dependent association or dissociation of the ChIP-seq peaks, whereas the random occurrence of the peaks would result in convergence of the plots to levels unique to the anchor TFs (indicated by the arrowheads in Fig. 4B). The occurrence of a deep depression at position zero indicated mutually exclusive binding sites between ZIC2 and POU3F1, and to a lesser extent between ZIC2 and POU5F1. Proximal co-occurrence of the binding sites among POU3F1, POU5F1 and SOX2 was also indicated. 

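The midpoints of one TF were counted in bins of 100 bp around the midpoints of the other, and the bin at position zero was divided by the mean of the bins 4000 to 5000 bp away. For ZIC2 and POU3F1 the ratio was 0.149 (0.0909 to 0.231), with 20 midpoints in the central bin, and for ZIC2 and POU5F1 it was 0.331 (0.258 to 0.419), with 71 midpoints. POU5F1 and POU3F1 had 5795 midpoints in the central bin and a ratio of 10.9 (10.5 to 11.2). The ratio was 1.85 (1.66 to 2.05) for SOX2 and POU5F1 and 1.58 (1.46 to 1.70) for SOX2 and POU3F1. OTX2 had a ratio of 1.26 (1.18 to 1.35) with ZIC2, 2.78 (2.58 to 2.99) with SOX2, 1.21 with POU5F1 and 1.77 with POU3F1, and that of ZIC2 and SOX2 was 1.33 (1.15 to 1.52). Across the alternatives, the ratio of ZIC2 and POU3F1 moved most, from 0.0699 with a score of at least 100 to 0.264 with peaks under 1000 bp only.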

All aggregation plot data in Fig. 4B supported the conclusions drawn from the ChIP-seq peak overlap data (Fig. 4A).

#### Correlations between TF binding regions and histone modification signatures

We investigated whether the ChIP-seq peaks of the above-mentioned TFs represent regulatory sequences, taking advantage of published ChIP-seq data on histone H3 modifications in EpiSCs (Factor et al., 2014). Generally, active enhancers are marked by a combination of H3K4me1- and H3K27ac-enriched domains, whereas poised enhancers are marked by H3K4me1- and H3K27me3-enriched domains. The H3K4me3/K27ac combination marks active promoters and promoter-proximal enhancers (Ong and Corces, 2012; Calo and Wysocka, 2013).

To evaluate the correlations between TF binding and the combined histone H3 modification signatures, we analyzed the frequency of ChIP-seq peak overlaps between the TF peaks and modified H3 peaks (Factor et al., 2014) (Fig. 4C). Among TFs, ZIC2 binding was the most frequently associated not only with the H3K4me1 plus H3K27ac (active enhancer type) modifications, but also with the H3K4me1 plus H3K27me3 (poised enhancer type) modifications, indicating that ZIC2 binding is involved in both activating and repressing gene transcription. Importantly, as much as 33% of the ZIC2-OTX2 co-bound peaks overlapped with the H3K4me1 plus H3K27ac peaks, suggesting that the combination of ZIC2 and OTX2 mainly acts as a transcriptional activator in EpiSC gene regulatory networks. Aggregation plots showing the distance relationships of histone modification signatures relative to ChIP-seq peak positions also supported the these conclusions (Fig. S3C).

Local TF binding and histone H3 modification profiles also supported the above proposition, as exemplified by the *Fgf5* and *Pax6* loci shown in Fig. 4D. 

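Fgf5 (ENSMUSG00000029337.1) lies on chromosome 5 of mm9 from 98683203 to 98706049. Between 98661300 and 98748500, 8 ZIC2 peaks and 7 OTX2 peaks were listed, and 4 pairs of them overlapped. The first pair lay in intron 1, with a ZIC2 peak from 98684417 to 98685618 (score 1220.0), and the others lay downstream of the gene. The ZIC2 peaks of those pairs extended from 98712445 to 98713590 (score 1167), from 98722119 to 98722764 (score 77.9) and from 98738755 to 98740126 (score 862). A POU3F1 peak from 98711955 to 98712680 (score 136) overlapped the pair at 98712445, and SOX2 peaks overlapped the pairs at 98722119 and 98738755. Of the 7 POU5F1 peaks in this region, 1 overlapped an OTX2 peak and none overlapped a ZIC2 peak. With a score of at least 100 required, 3 overlapping pairs of ZIC2 and OTX2 peaks remained.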

*Fgf5*, a characteristic EpiSC-expressed gene, is activated by ZIC2, OTX2 and POU3F1 (Iwafuchi-Doi et al., 2012), and five overlapping ZIC2 and OTX2 ChIP-seq peaks, one of which was also bound by POU3F1, found near the *Fgf5* gene (Fig. 4Da) were marked by H3K4me1/K27ac modifications, suggesting that these TF binding sites represent *Fgf5* enhancers in EpiSCs. *Pax6* is silent in EpiSCs, but is rapidly activated when ANP development is initiated (Iwafuchi-Doi et al., 2012). The *Pax6* locus in EpiSCs showed several prominent ZIC2 and OTX2 ChIP-seq peaks upstream and in the gene body (Fig. 4Db), which are covered by dense H3K4me1 plus H3K27me3 signatures, indicating the poised state of the enhancers.

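Pax6 (ENSMUSG00000027168.12) lies on chromosome 2 from 105509053 to 105543317, and 10 ZIC2, 9 OTX2, 6 SOX2, 0 POU5F1 and 1 POU3F1 peaks were listed between 105475120 and 105578450. The ZIC2 peaks extended from 8.01 kb upstream of the TSS into intron 7, and the highest score, 509, belonged to the peak from 105506281 to 105508193. Among OTX2 peaks, the one from 105527823 to 105529549 in intron 7 had the highest score, 502. It overlapped a ZIC2 peak from 105527226 to 105528228 (score 168), and a second pair in intron 1 comprised a ZIC2 peak from 105516082 to 105517270 (score 292) and an OTX2 peak from 105516902 to 105517796 (score 143). Neither pair overlapped by 50% of both peaks. Histone modification data were not analysed here.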

To confirm the involvement of the ZIC2-OTX2-bound genomic regions marked by H3K4me1/K27ac in the activation of proximal genes in EpiSCs, we compared the global gene regulation and the regulation of genes proximal to histone signature-bearing ZIC2-OTX2 peaks in EpiSCs using published microarray expression data of various somatic cells. The underlying rationale is that a significant fraction of ZIC2-OTX2-dependent enhancers in EpiSCs will be discharged from their regulatory function in somatic cells, and hence genes proximal to such enhancers will be more frequently downregulated than unselected genes. We compared the gene expression profile of the chondrogenic cell line ATDC5 (GEO accession GSM1486495) (Sugita et al., 2015), mouse embryo fibroblasts (GSM1079106) (Richter et al., 2013) and mouse embryo primary myoblasts (GSM1541934) with that of EpiSCs (GSM934422/GSM934427) (Iwafuchi-Doi et al., 2012). As shown in Fig. 5, equivalent numbers of genes were either activated or downregulated compared with those in EpiSCs using 2-fold differences as a cut-off for all cell types, among which myoblasts showed the greatest divergence from EpiSCs (33% of genes downregulated and 30% of genes activated). However, when 4722 genes with a TSS within 5 kb of histone signature-bearing ZIC2-OTX2 ChIP-seq peaks were selected, a larger fraction of genes was downregulated (43% for myoblasts) and a smaller fraction of genes was activated (21% for myoblasts) (Fig. 5B, ZO). Moreover, when 291 TF genes within 5 kb of the histone signature-bearing ZIC2-OTX2 ChIP-seq peaks were selected from all TF genes expressed in EpiSCs (Iwafuchi-Doi et al., 2012), a significantly larger fraction of genes was downregulated in the somatic cells (59% for myoblasts) (Fig. 5B, ZOTF). The downregulated TF genes in the ZOTF column included those involved in the regulation of pluripotent stem cells, e.g. *Mycn*, *Nanog*, *Otx2*, *Pou5f1*, *Sall4* and *Sox2*. This analysis confirmed that the ZIC2-OTX2 pair is involved in the activation of genes in EpiSCs, particularly the TF genes.

**Fig. 5.**
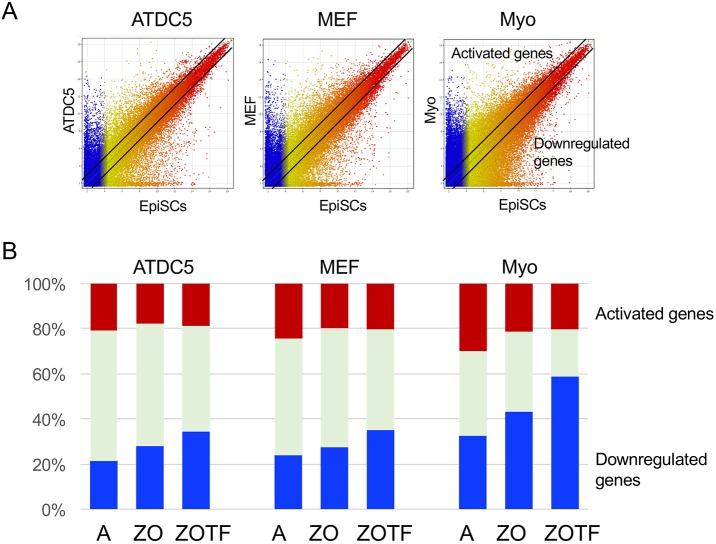
**Changes in gene expression profiles of somatic cells as compared with EpiSCs for genes proximal to ZIC2-OTX2 co-binding regions marked by histone modification signatures as active enhancers.** Microarray data for the chondrogenic cell line ATDC5, MEF (mouse embryonic fibroblasts) and Myo (mouse embryonic primary myoblasts) were compared with those of EpiSCs (Iwafuchi-Doi et al., 2012). The dots are colored according to the levels in EpiSCs. (A) Scatter plots showing the differences in gene expression profiles between EpiSCs and the three somatic cell types. Greater than 2-fold differences compared with EpiSCs were scored as activation or downregulation, as indicated by the lines in the plots. (B) The fraction of activated and downregulated genes for all genes (column A), genes proximal to ZIC2-OTX2 co-bound regions marked by H3K4me1/K27Ac (ZO), and TF genes proximal to ZIC2-OTX2 co-bound regions marked by H3K4me1/K27Ac (ZOTF).

### Variations in the binding regions of SOX2 and POU5F1 among stem cells in relation to the ZIC2-OTX2 interaction

It has been shown that the SOX2-POU5F1 TF pair plays major regulatory roles in ESCs (Chen et al., 2008). Although EpiSCs also express high levels of SOX2 and POU5F1 (Brons et al., 2007; Tesar et al., 2007; Iwafuchi-Doi et al., 2012), their genomic binding sites were highly divergent in EpiSCs (Fig. 6A,B). The SOX2 ChIP-seq peaks in ESCs (Lodato et al., 2013) overlapped extensively (78%) with POU5F1 peaks (Fig. 6A). In sharp contrast, only ∼8% of SOX2 and POU5F1 peaks overlapped in EpiSCs (Fig. 4A, Fig. 6A). However, this low rate of overlap was not unexpected because a previous report indicated that the POU5F1 binding genomic sites in human ESCs are highly diversified from mouse ESCs (Fig. 6A) (Kunarso et al., 2010).

**Fig. 6.**
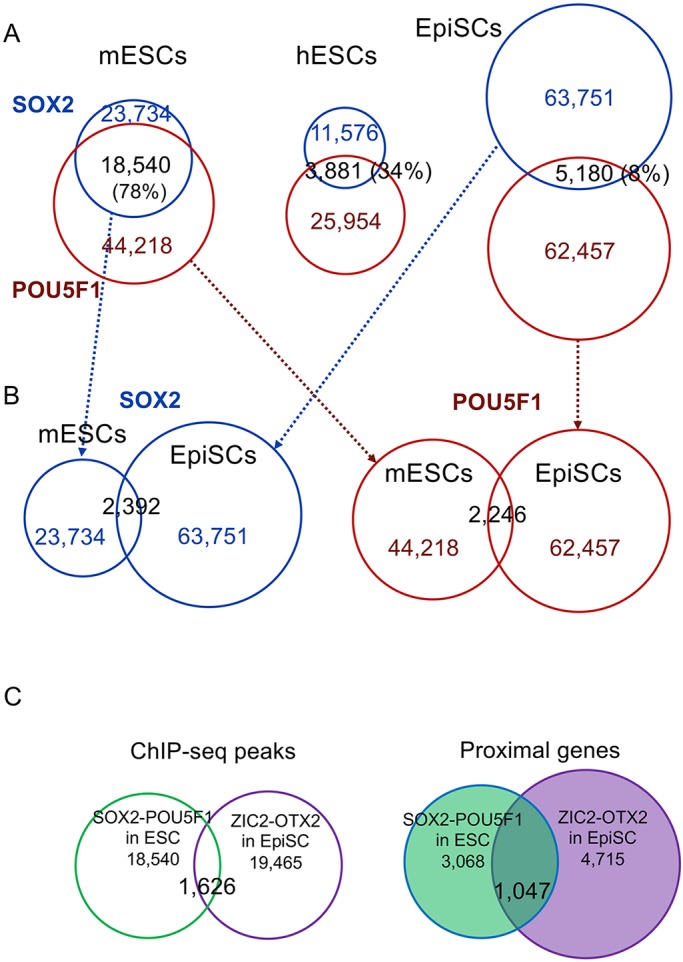
**Variation in SOX2 and POU5F1 ChIP-seq peak overlaps between ESCs and EpiSCs in relation to ZIC2/OTX2 ChIP-seq peaks in EpiSCs.** (A) Venn diagram comparison of SOX2 and POU5F1 ChIP-seq peak overlaps among mouse ESCs, human ESCs and mouse EpiSCs. (B) Overlaps of SOX2 peaks and POU5F1 peaks in mouse ESCs and EpiSCs. (C) Overlap of ChIP-seq peaks for SOX2/POU5F1 in ESCs and for ZIC2/OTX2 EpiSCs (left), and that of genes proximal (<50 kb for the former and <5 kb for the latter) to respective ChIP-seq peaks (right).

A comparison of the SOX2 and POU5F1 ChIP-seq peaks between ESCs and EpiSCs indicated that only 5-10% of the peaks overlapped (Fig. 6B). This analysis was extended to two additional stem cells, namely human ESCs derived from pre-implantation blastocysts but maintained under the culture conditions of EpiSCs, and mouse epiblast-like cells (EpiLCs) that are produced as a transient state when ESCs are directly placed in EpiSC culture conditions, exhibiting some EpiSC characteristics in cell morphology and gene expression, but which only survive for a short time (Hayashi et al., 2011).

Two sets of SOX2 and POU5F1 ChIP-seq peak data for human ESCs (Table S4) were transformed into mouse genome coordinates (mm9), and the overlap frequencies of the human ESC ChIP-seq peaks with those of mouse ESCs and EpiSCs were scored (Tables 1 and 2). The overlap of SOX2 ChIP-seq peaks was ∼10% between mouse ESCs and human ESCs, as well as between human ESCs and mouse EpiSCs (Table 1). However, the overlap of the POU5F1 peaks between mouse and human ESCs was higher (∼23%), whereas that between human ESCs and mouse EpiSCs was much lower (∼3%) (Table 2). The POU5F1 ChIP-seq peak data of EpiLCs (Buecker et al., 2014) indicated a closer relationship to mouse ESCs (Table 2), revealing the following developmental order: mouse ESCs, EpiLCs, human ESCs and then EpiSCs.

**Table 1.**
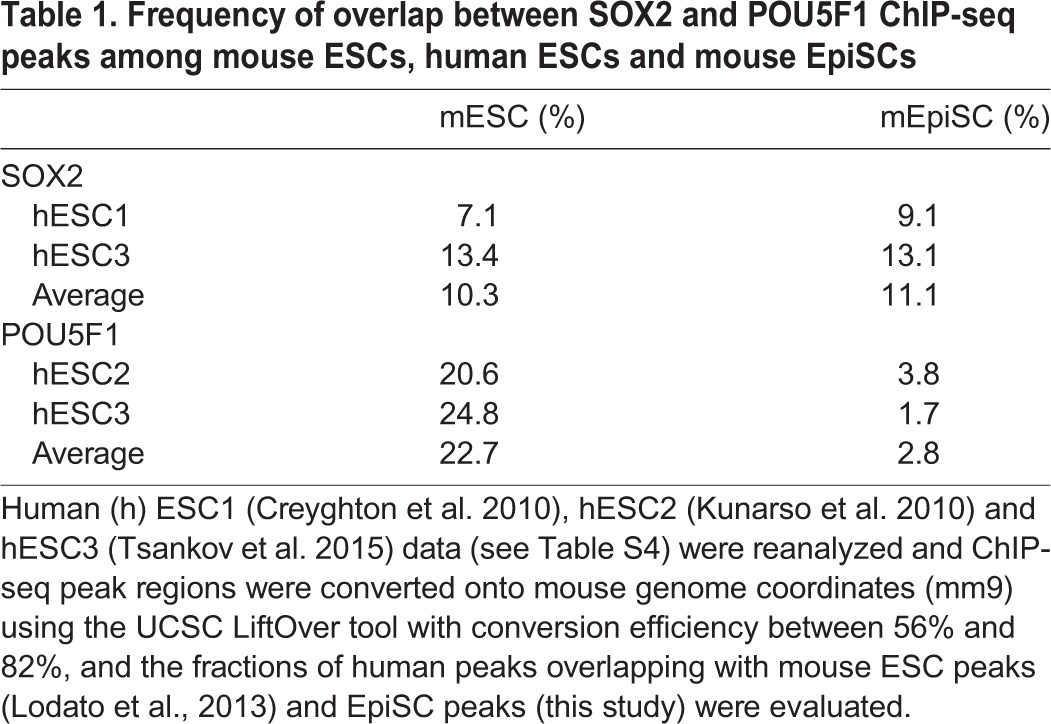
**Frequency of overlap between SOX2 and POU5F1 ChIP-seq peaks among mouse ESCs, human ESCs and mouse EpiSCs**

**Table 2.**
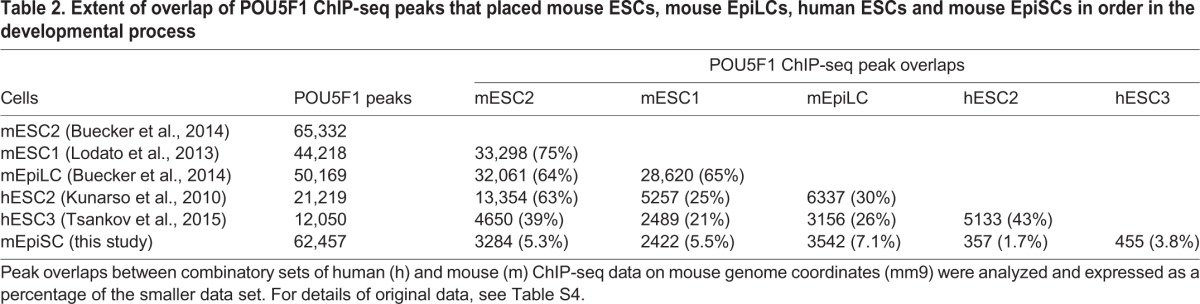
**Extent of overlap of POU5F1 ChIP-seq peaks that placed mouse ESCs, mouse EpiLCs, human ESCs and mouse EpiSCs in order in the developmental process**

Despite the diversity of SOX2 and POU5F1 binding patterns (Fig. 6A,B), the majority of genes expressed in ESCs are nearly equally expressed in EpiSCs (Factor et al., 2014). Factor et al. (2014) also reported that a significant fraction of the genomic positions for enhancer candidates, marked by H3K27ac, differ between these two cell types. These observations suggest that these two enhancer systems, one of which is dependent on SOX2-POU5F1 interaction in ESCs whereas the other is dependent on ZIC2-OTX2 interaction in EpiSCs, give rise to similar gene expression profiles.

Overlap of SOX2/POU5F1-co-bound regions in ESCs (18,540) and ZIC2/OTX2-co-bound regions in EpiSCs (19,465) was limited to less than 10% (1626) (Fig. 6C). This was also true when histone H3K4me1/K27ac-marked active enhancer regions were analyzed: 5977 SOX2/POU5F1-co-bound and H3K4me1/K27ac-marked regions were present in ESCs, and 6410 ZIC2/OTX2-co-bound and H3K4me1/K27ac-marked regions were present in EpiSCs, with an overlap of only 472 regions. Despite this finding, a much higher frequency of overlap (1047 genes, 34%) was observed between genes proximal to the SOX2/POU5F1-co-bound regions with active enhancer signatures in ESCs, and those proximal to the marked ZIC2/OTX2-co-bound regions in EpiSCs (Fig. 6C). 

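Over all sequences in the EpiSC lists, ZIC2 and OTX2 peaks shared 19465 overlapping segments, each the stretch common to 1 ZIC2 peak and 1 OTX2 peak. Restricting the lists to peaks under 1000 bp moved this number most, to 5665, and requiring a score of at least 100 left 9044. The ESC lists were not analysed here.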

The expected overlap of the same numbers of randomly selected RefSeq genes was 398. These data support the above-mentioned model that different enhancers that are dependent on different TFs can activate similar gene sets in ESCs and EpiSCs.

We used published ChIP-seq data to examine ZIC2 and OTX2 binding genomic regions in ESCs and EpiLCs. There were fewer ChIP-seq peaks reported for these TFs in ESCs than in EpiSCs, presumably reflecting increase in their binding sites after exit from ESCs, as previously shown for OTX2 (Yang et al., 2014). Comparing the ZIC2 ChIP-seq peaks in ESCs (Luo et al., 2015) with those in EpiSCs, we found that the majority (80%) of ZIC2-bound regions in ESCs were also bound by ZIC2 in EpiSCs (Fig. 7A). However, OTX2 ChIP-seq peaks in ESCs, EpiLCs, and EpiSCs showed more cell type-dependent variations (Fig. 7A), suggesting that at least a fraction of ZIC2 binding sites are already established in the ESCs. It is thus possible that ZIC2 acts as a ʻpioneer factor' (Zaret and Mango, 2016), contributes to organizing ʻseed enhancers' (Factor et al., 2014) or, more generally, primes enhancer activity. It has been shown that ZIC2 in ESCs interacts with nucleosome remodeling and deacetylase (NuRD) complexes (Luo et al., 2015) that are involved in the regulation of ʻbivalent' enhancers in ESCs. These enhancers are generally inactive in most ESCs but are poised for gene activation upon exit from the ESC state (Hu and Wade, 2012; Harikumar and Meshorer, 2015). Therefore, the ZIC2-NuRD interaction might be one mechanism for seeding enhancers.

**Fig. 7.**
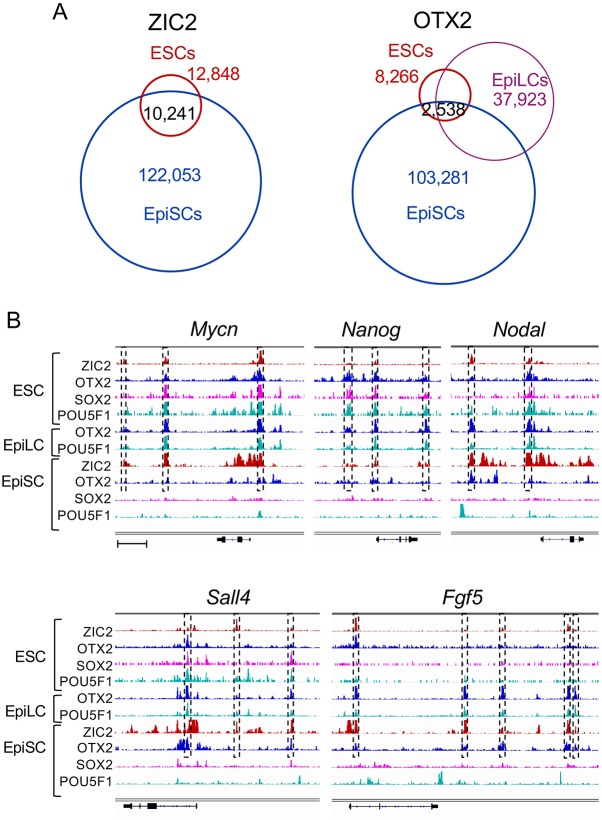
**Cell type-dependent variation in TF binding at specific genomic regions.** (A) Venn diagram comparison of the ChIP-seq peak positions for ZIC2 and OTX2 in ESCs and EpiSCs, showing peak overlaps. For OTX2, data for EpiLCs are included. Data sources are indicated in Table S4. (B) IGV diagrams showing genomic regions of the pluripotency-specific genes *Mycn* (chr12:12,926,000-12,961,000), *Nanog* (chr6:122,647,000-122,667,000), *Nodal* (chr10:60,865,000-60,890,000) and *Sall4* (chr2:168,571,500-168,623,000) and of the EpiSC-specific gene *Fgf5* (chr5:98,658,500-98,747,000). Scale bar indicates 5 kb genomic span for upper panels and 7.5 kb for lower panels. Dashed boxes indicate the genomic regions where ZIC2 binding is indicated by ChIP-seq peaks in ESCs and EpiSCs. These regions are also bound by other TFs in ESCs, EpiLCs or EpiSCs, but rarely by SOX2 or POU5F1 in EpiSCs.

Factor et al. (2014) also identified 606 pluripotent cell-specific genes that are expressed in both ESCs and EpiSCs but are turned off in various somatic cells. One-quarter of these genes are included in the above-mentioned gene set that is proximal to both putative active SOX2/POU5F1-bound enhancers in ESCs and putative enhancers bound by ZIC2/OTX2 in EpiSCs. As shown in IGV diagrams of the genomic regions surrounding such genes, as exemplified by *Mycn*, *Nanog*, *Nodal* and *Sall4* (Fig. 7B), ZIC2-OTX2 binding regions in EpiSCs were, in the majority of cases, bound by ZIC2 and also by SOX2 plus POU5F1 in ESCs. 

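In EpiSCs, 3 pairs of overlapping ZIC2 and OTX2 peaks were listed around Mycn (ENSMUSG00000037169.8, chromosome 12), 1 around Nanog (ENSMUSG00000012396.5, chromosome 6), 6 around Nodal (ENSMUSG00000037171.6, chromosome 10) and 5 around Sall4 (ENSMUSG00000027547.11, chromosome 2). The Mycn region had no SOX2 peak, and its POU5F1 peak, from 12949768 to 12950757 (score 129), overlapped a ZIC2 and an OTX2 peak upstream of the gene. At Nanog, the ZIC2 peak from 122657077 to 122657830 overlapped an OTX2 peak at the TSS, and the SOX2 peak of the region lay 3.93 kb upstream without an overlap. Around Nodal, 11 ZIC2 peaks, 0 SOX2 peaks and 1 POU5F1 peak were listed, and the POU5F1 peak, from 60866689 to 60867974 (score 1003), overlapped no peak of another TF. Of the 10 ZIC2 peaks around Sall4, 3 overlapped SOX2 peaks with scores between 68.2 and 139, and 1 of these 3 also overlapped a POU5F1 peak with a score of 65.2. With an overlap of 50% of both peaks required, 1 pair of ZIC2 and OTX2 peaks remained at Mycn, 1 at Nanog, 2 at Nodal and 1 at Sall4.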

Very few of these ZIC2-bound regions are bound by SOX2 or POU5F1 in EpiSCs. Some, but not all, ZIC2 ChIP-seq peak regions were also bound by OTX2 in ESCs. On comparing the ESC ChIP-seq data for OTX2 binding (Buecker et al., 2014), ZIC2 binding, and histone H3 modifications (Luo et al., 2015), 16% of ZIC2 peaks were estimated to overlap with OTX2 peaks, among which 75% were marked by H3K4me1/K27ac modifications for active enhancers. This suggests that, although a large fraction of ZIC2 binding sites in ESCs might be involved in NuRD-mediated bivalent enhancer regulation, most of the ZIC2-OTX2 co-bound enhancers are already active in ESCs. It is thus possible that early ZIC2 binding, to the same or nearby enhancer regions, might maintain the activity of those enhancer regions, or activate ZIC2-bound cryptic enhancers, once SOX2 and POU5F1 are disengaged from their major regulatory functions. In the EpiLCs, the SOX2/POU5F1-bound regions in ESCs were, in most cases, bound by OTX2 and POU5F1, as reported (Buecker et al., 2014). It will be interesting to discover more about ZIC2 and SOX2 binding regions in cells of this intermediate state.

ZIC2 binding-dependent enhancer priming in ESCs for later enhancer activity appears to apply to a wider range of genes than those that are pluripotency specific. Even in the EpiSC-specific *Fgf5* gene, all five putative enhancers were bound by ZIC2 and not by OTX2 in ESCs (Luo et al., 2015), by OTX2 and POU5F1 in EpiLCs (Buecker et al., 2014), and by ZIC2 and OTX2 in EpiSCs (Fig. 7B). Luo et al. (2015) reported that whereas ZIC2 function in ESCs is dispensable, its downregulation in ESCs affects later developmental processes. These findings strongly support an enhancer-priming function of ZIC2 in ESCs in the regulation of genes activated during later developmental stages.

### Conclusions

In this study we developed an efficient procedure for ChIP-seq analysis utilizing *in vivo* biotinylated TFs. We applied this procedure to investigate genomic binding regions for TFs ZIC2, OTX2, SOX2, POU5F1 and POU3F1, which have been shown to be involved in EpiSC maintenance and somatic cell lineage derivation (Iwafuchi-Doi et al., 2012).

ChIP-seq peak distributions of the Mb order revealed alternating genomic domains rich in both ZIC2 peaks and genes, and domains rich in POU3F1 peaks but sparse in genes. This domain organization presumably reflects the clustering of regulatory regions that have short- and long-range effects, which are dependent on the binding of ZIC2 and POU3F1, respectively. It is an intriguing question whether the regulatory region clustering is associated with higher-order subgenomic activities.

ChIP-seq peaks of ZIC2 and OTX2 overlapped most extensively, and their overlapping peaks were strongly associated with histone modification signatures of active or poised enhancers, suggesting functional cooperation of these TFs. SOX2 and POU factors formed a second group of overlapping peaks. The comparison of gene expression patterns between EpiSCs and somatic cells indicated that enhancers bound by ZIC2 and OTX2 prominently regulate TF genes in EpiSCs.

Despite the similarity of the overall gene expression profile and the high expression of SOX2 and POU5F1 in each cell type, the SOX2 and POU5F1 binding regions in EpiSCs were strikingly different from those in mouse ESCs. Although the major acting TFs appeared to shift from SOX2/POU5F1 in ESCs to ZIC2/OTX2 in EpiSCs, similar sets of genes were regulated in both cell types. This shift in the major acting TFs appears to be primed by binding of ZIC2 at relevant genomic positions in ESCs that later function as enhancers.

## MATERIALS AND METHODS

### EpiSC culture and expression of biotinylated TFs

An EpiSC line (Tesar et al., 2007; Iwafuchi-Doi et al., 2012; Factor et al., 2014) was maintained in feeder-free conditions as described previously (Iwafuchi-Doi et al., 2012). The cells were processed for immunofluorescence of TFs using the IgGs listed in Table S3, including non-commercial rabbit anti-ZIC2 (which also recognizes ZIC1 and ZIC3) (Inoue et al., 2007), and duplicate samples. Expression of all hallmark TFs of EpiSCs and nuclear DAPI staining (Fig. 1, Figs S1 and S3) confirmed proper culture conditions. Images were taken using an Axioplan 2 microscope (Zeiss) and DP71 camera (Olympus) and measured for nuclear fluorescence intensities using ImageJ (Schneider et al., 2012). To express BLRP-tagged TFs and *E. coli*-derived biotin ligase (BirA) from the same plasmid, the BLRP-IRES-BirA module of pREP4-BLRP-TEV-His6 (Lai et al., 2011; Majumder et al., 2014) was transferred to the pCAGGS vector (Sawicki et al., 1998) to produce pCAGGS-BLRP-BirA (Fig. 1A), and modified so that the BLRP could be added to either the N-terminus or C-terminus of the TF depending on the ORF insertion site. In this study, BLRP was added at the C-terminus of TFs. The entire nucleotide sequence of pCAGGS-BLRP-BirA is provided in Fig. S5.

### ChIP-seq procedure

A suspension of Accutase-dissociated EpiSCs was plated on a 10-cm diameter dish and immediately transfected, using Lipofectamine 2000 (ThermoFisher), with 5 µg pCAGGS-BLRP-BirA plasmid to express a BLRP-tagged TF. After 8 h, the culture medium was refreshed to remove the transfection reagents and 50 µg/ml biotin was added. After 24 h, the cultures were fixed with 1% formalin for 10 min at room temperature, and processed according to the procedure shown in Table S1. Typically, several nanograms of precipitated DNA were obtained from five 10-cm diameter dish cultures. The DNA fragments were ligated with adapters and amplified by ten cycles of PCR using the TruSeq ChIP Sample Prep Kit (Illumina) to prepare libraries for DNA sequence determination using an Illumina HiSeq2500 and single-end reads of 100 bp.

### Analysis of ChIP-seq data

FASTQ sequences were aligned to the mouse mm9 genome sequence using Bowtie2 (Langmead and Salzberg, 2012) and converted to SAM and then BAM files. Then, ChIP-seq peaks were called using MACS1.4 (Zhang et al., 2008), input DNA without ChIP as reference, and the default settings except for band width, which was 150 bases. External data (Table S4) were analyzed using the default settings. The Bowtie-aligned peaks and MACS-determined peak positions were visualized using IGV (Robinson et al., 2011) and ChIP-Atlas (http://chip-atlas.org). The above data processing was performed using the software package SraTailor (Oki et al., 2014). Peak overlaps were analyzed using Galaxy (Giardine et al., 2005), and the genomic spans given in BED format were converted to FASTA files using the UCSC Table Browser (Karolchik et al., 2004) in order to be analyzed for sequence motif enrichment by MEME-ChIP (Machanick and Bailey, 2011). To compare human peak data with mouse data, human BED file data were transferred onto the mouse genome coordinates using the LiftOver tool of the UCSC genome browser. Association of ChIP-seq peaks with closest genes was analyzed using GREAT software (McLean et al., 2010), and the overlaps of gene sets were analyzed using BioVenn (Hulsen et al., 2008). Microrarray data were analyzed using GeneSpring 14.5 software (Agilent). The ChIP-seq data reported in this paper were deposited at Gene Expression Omnibus database with accession number GSE74636 (see Table S4).

How the deposited data were processed for this re-analysis (not part of the article)

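The values come from ChIP-seq of ZIC2, OTX2, SOX2, POU5F1 and POU3F1, each expressed with the BLRP sequence for biotinylation, in mouse EpiSCs and in EpiSCs from which activin had been removed, with 1 library for each TF in each culture. The paper reports on the EpiSC libraries only. The activin-free libraries were analysed in the same way, and their values are given after the paper. The sequenced input control was not analysed here.

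The authors mapped reads to mm9 with Bowtie2 and called peaks with MACS1.4, using the input as reference and default settings except for the band width. The deposited lists give the start, end and score of each peak, and this score is a p-value on the scale of -10 log10 as MACS reports it. The lists contain no reads and no coverage, so library depth is unknown and no peak was called again. Positions are given counted from 1.

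All peaks of each deposited list were used, and those outside chromosomes 1 to 19, X and Y were left out of every comparison with random positions, segments, genes or sequence. Overlap was counted from 1 shared bp. The random expectation came from 1000 rotations of the second list along each chromosome. Peak density was the summed peak width in segments of 1 Mb, without segments that held no peak of any TF. Spearman's correlation across segments was compared with 1000 rotations, and the number of switches between ZIC2-rich and POU3F1-rich segments with 1000 random orders of the segments of each chromosome. All these tests were two-sided, and 0.002 is the smallest p they can give before adjustment. The p-values of the 10 pairs of TFs were adjusted by the Benjamini-Hochberg method. Gaps between adjacent peak midpoints were compared with 20 random lists. Midpoints and TSSs were counted in bins of 100 bp around peak midpoints and compared with bins 4000 to 5000 bp away. The paper counted RefSeq TSSs in its segments and used GREAT for the genes closest to peaks. Here TSSs and genes were taken from GENCODE vM1, which has 95458 transcripts, 86842 distinct TSSs and 22367 protein-coding genes on these chromosomes. Binding sequences were searched for in mm9. Numbers of TSSs at peaks in the EpiSC and activin-free lists were compared by Fisher's exact test, which compares those libraries, not the conditions.

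The overlap and correlation steps were first tested on simulated data. In simulated lists of 39488 peaks with overlaps planted at 20%, 18.9% were recovered above the rotations, and independent lists gave a ratio of 1.00. Of 40 simulated independent pairs of lists, 0 had a p under 0.05, and of 40 independent density profiles, 1 did. All simulated peaks had the same width and lay at uniformly random positions. The 40 pairs also used shorter lists and fewer rotations than the data. The deposited lists are clustered, so these pairs do not test how often the overlap test errs for lists of that kind.

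Genes and regions named in the text are those that the paper names in its text or figures, the genes of the 5 TFs, and the segments with the largest differences between ZIC2 and POU3F1 density, a rule set in advance. Chromosomes 11, 18 and X, named after the paper, were chosen after their values were seen. Alternatives comprised a higher score, the 50000 highest-scoring peaks of every list, only peaks under 1000 bp, merging of peaks within 150 bp, reciprocal overlap, other random placements, other segment and bin sizes, counts of peaks in place of widths, autosomes alone, distances from peak edges, and other sets of TSSs, peaks or windows. There were 51 set in advance and 7 added later.

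Histone modification, ESC, EpiLC, human and microarray data discussed in the paper were not used here. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.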

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

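The tests of library depth, of read alignment to repeats, of ZIC2 chromatin or reads at TSSs, of promoter chromatin at equal GC content and of ZIC2 reads at the Zic2 gene were chosen only after the results were seen, and that of octamer-like sequence was set beforehand. Each TF had 1 library in each culture, so every comparison with the activin-free culture compares those libraries, not the conditions, and a biological effect of activin removal stays open and untested.

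The frequency of TSSs at peak midpoints, relative to the flanks, differed between the EpiSC and activin-free lists. The odds ratio of the activin-free against the EpiSC list was 3.24 for POU3F1 (two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 5 TFs, adjusted p = 1.1e-23), 2.46 for SOX2 (adjusted p = 1.4e-21), 1.24 for ZIC2 (adjusted p = 3.8e-23) and 0.767 for OTX2 (adjusted p = 2.1e-05). For POU5F1 it was 1.23 (adjusted p = 0.253 in the same exact test). Several TSSs of the same gene can lie near 1 peak and were counted separately. The counts are therefore not independent, and these p-values overstate the evidence. At activin-free POU3F1 midpoints there were 269 TSSs, and 81 with 1 TSS for each protein-coding gene. The size of the odds ratio also depended on the set of TSSs. With 1 TSS for each protein-coding gene, the odds ratio was 6.88 for POU3F1, 3.58 for SOX2, 1.29 for ZIC2, 0.625 for OTX2 and 1.30 for POU5F1. A mixture of ZIC2 chromatin or reads into the SOX2 library would place SOX2 peaks at strong ZIC2 peaks wherever these lie. Among the 20% of activin-free ZIC2 peaks with the highest scores, a SOX2 peak was found at 5.81% of those more than 5 kb from TSSs and at 13.9% of those at TSSs. The shares in EpiSCs were 3.06% and 8.71%, so that they differed by position in both cultures and were higher in the activin-free culture at both positions. The corresponding shares with a POU3F1 peak were 1.82% and 4.35% in the activin-free culture and 0.843% and 1.47% in EpiSCs. A SOX2 peak was found at 10.2% (7.65 to 13.5%) of the 20% of activin-free ZIC2 peaks with the lowest scores at TSSs, more than the 5.81% (5.40 to 6.25%) of the strongest ones away from TSSs, and for POU3F1 these shares were 3.65% (2.22 to 5.93%) and 1.82% (1.59 to 2.08%). Of the 100 highest-scoring ZIC2 peaks, 10 had a SOX2 peak and 3 a POU3F1 peak. These values argue against ZIC2 material as the whole cause, since it would appear first at the strongest ZIC2 peaks. Promoter chromatin recovered without binding of the TF to its own sequence was first compared with flanking windows, as set beforehand. The ratio was 0.995 for SOX2 and 0.824 for POU3F1, but this comparison decides nothing, since the GC content of the activin-free SOX2 peaks at TSSs was 55.3% against 44.4% in flanking windows and the SOX2 sequence is rich in A and T. The later test used ZIC2 peaks of the same GC content at TSSs that had no peak of the TF. Such ZIC2 peaks existed for 620 of 748 activin-free SOX2 peaks at TSSs. The SOX2 sequence occurred at 42.7% (38.9 to 46.7%) of these SOX2 peaks and 22.3% (20.3 to 24.3%) of the ZIC2 peaks. This ratio of 1.92 argues against promoter chromatin as the whole cause of the activin-free SOX2 peaks at TSSs. In EpiSCs the shares were 76.6% (67.8 to 83.6%) of 107 SOX2 peaks and 27.9% (23.9 to 31.9%), a ratio of 2.75. The lower activin-free share leaves promoter chromatin open as the cause of the higher SOX2 frequency at TSSs. For POU3F1 with the octamer, allowing 1 mismatch, the activin-free shares were 11.6% (7.87 to 16.8%) and 7.71% (6.44 to 8.97%), a ratio of 1.51. Promoter chromatin and binding to the octamer cannot be told apart there because the intervals overlap. The EpiSC shares were 42.1% (23.1 to 63.7%) of 19 POU3F1 peaks and 13.1% (9.86 to 16.4%). A ZIC2 peak was present at 78.5% of the activin-free SOX2 peaks at TSSs and at 52.1% of the EpiSC ones, and at 73.3% and 10.5% of the POU3F1 ones. No technical explanation was tested for ZIC2 and OTX2.

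In the activin-free culture OTX2 and POU3F1 peaks overlapped 1.18 times as often as random, whereas the ratio in EpiSCs was 0.807. The difference between the cultures was not tested. The EpiSC ratio itself rose above 1 under reciprocal overlap and under random placement within segments. The density rho of OTX2 and SOX2 was 0.142 in the activin-free culture and -0.0177 in EpiSCs, a difference that was not tested either. Given segment GC content, the partial rho of OTX2 and SOX2 was 0.598 in the activin-free culture and 0.557 in EpiSCs. The rho of OTX2 density with GC content was 0.787 in EpiSCs and 0.574 in the activin-free culture, a difference of 0.213 that exceeded the limit set in advance for a bias of single libraries. Such a bias of an OTX2 library and an effect of activin removal both stay open here.

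The activin-free POU5F1 list, which the paper does not report on, held 126908 peaks against 62457 in EpiSCs, and 52.9% of its peaks on the assembled chromosomes had no EpiSC POU5F1 peak. A deeper or more enriched library is a candidate explanation. It would add peaks mainly at low scores, and 99.4% of the highest-scoring sixth of the activin-free peaks had an EpiSC peak, compared with 5.33% of the lowest-scoring sixth. Of the EpiSC POU5F1 peaks, 98.3% had an activin-free peak. Read depth is unknown, and weaker sites gained on activin removal would give the same order, so that biological explanation stays open.

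Of the EpiSC POU5F1 peaks without a POU3F1 peak, 45.7% lay at stretches of at least 20 bp in which purines and pyrimidines alternate, above the 3.68% of random windows, a feature the paper does not discuss. Misplaced or excess reads at such repeats would raise the share in the other libraries too. The highest share among ZIC2, OTX2 and SOX2 peaks of both cultures was 0.892%, and POU3F1 peaks had 4.01% in EpiSCs and 4.90% in the activin-free culture, which argues against read alignment. Octamer-like sequence inside the repeats may contribute. Stretches containing ATGCA or TGCAT lay under an EpiSC POU5F1 peak in 26.1% of cases and those without in 8.30%. The odds ratio pooled over classes of stretch length was 3.51, and it ran from 2.45 to 6.68 within the classes. In the activin-free list the pooled odds ratio was 3.00. The odds ratio pooled in the same way was 1.60 for POU3F1 and 0.711 for SOX2 peaks in EpiSCs. The sequence does not account for the peaks at stretches without it, and no biological explanation was tested.

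The coding exons of Zic2 carried peaks in 6 of the 8 lists of TFs other than ZIC2, 2 in EpiSCs and 4 in the activin-free culture, with a score of up to 1459 for POU3F1 in the activin-free list. In 4 of the 6 lists, those of POU3F1 in both cultures and of SOX2 and POU5F1 in the activin-free culture, these peaks covered 93.4% to 100% of the coding bases and 0% of the intron bases more than 500 bp from them, whereas both OTX2 lists covered 100% of these intron bases. Reads of the ZIC2 library in the other libraries and binding at the gene cannot be told apart for these peaks. None of the 100 highest-scoring ZIC2 peaks had a POU3F1 peak in EpiSCs, which allows a share of up to 3.70%, and this overlaps the 1.01% of ZIC2 peaks ranked 10001 to 60000, so that a small share of ZIC2 reads would go undetected. In the activin-free culture, 3.00% of the 100 highest had a POU3F1 peak, 10.0% a SOX2 peak and 5.00% a POU5F1 peak. The shares for ranks 10001 to 60000 were 1.91%, 5.40% and 4.45%, with overlapping intervals for each TF, so these values do not decide it either. Zic2 was not the only such gene. Coding exons of Otx2 carried peaks of ZIC2 (score 83.6) and POU3F1 (189) in EpiSCs. In the activin-free culture they carried peaks of SOX2 (152), POU5F1 (122) and POU3F1 (339). These lists covered 62.7% to 69.4% of the coding bases. The EpiSC SOX2 and POU5F1 lists and the activin-free ZIC2 list had no peak there. A shared cause with the peaks at Zic2 was not tested. Expression vector in the other libraries was not tested, and no biological explanation was tested.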

How the results depend on the processing

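Of the alternatives, 51 were set before the data were examined. Those chosen after the results were seen are the tests with numbers of overlapping segments, shares of summed peak width, distances to both flanking genes, the OTX2 sequence GGATTA, correlations given segment GC content, and 1 TSS for each protein-coding gene. All alternatives set in advance were run.

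Several results kept their direction and their side of the threshold under each alternative run for them. These were the overlap of the same TF between the cultures (5 results, 30 values), the midpoint ratios (10 results, 30 values), the alternation of ZIC2-rich and POU3F1-rich segments (1 result, 5 values), the motif ratios (9 results, 19 values), the TSS ratios at 1000 bp (2 results, 4 values) and the activin-free TSS ratios (5 results, 10 values). The ratio of observed to random switches ran from 0.407 to 0.568. The overlap ratios kept both in 55 of 60 values in EpiSCs and 58 of 60 in the activin-free culture, and under the alternatives set in advance density rho did so in all but 1 value. Correlations with gene number kept both under the alternatives set in advance (5 results), with a rho from 0.685 to 0.777 for ZIC2. For the overlap of ZIC2 with POU3F1 the ratio ran from 0.0478 to 0.354. Where values moved under the alternatives below, the cause was not tested unless it is stated.

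A reciprocal overlap of at least 50% brought the overlap ratio of OTX2 and POU5F1 to 0.998 and that of OTX2 and POU3F1 to 1.04, both across 1, and the activin-free ratio of ZIC2 and SOX2 to 0.989, no longer past the threshold. It left 0 pairs of overlapping ZIC2 and OTX2 peaks at Sox2, 1 at Nes, 0 at Pax6, 1 at Mycn, 2 at Nodal and 1 at Sall4, fewer by construction.

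Random placement within the same 1 Mb segment reversed the overlap of OTX2 and POU3F1 to 1.32 and the activin-free overlap of ZIC2 and SOX2 to 1.24. The random expectation then includes the different segment densities of the TFs, by construction. The modal gap of random midpoints became 3.16 times the observed one for ZIC2, 3.98 times for POU3F1 and 0.794 times for POU5F1, which reversed the last. Measuring gaps between peak edges gave 3.16 for ZIC2 and 5.01 for POU3F1.

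A score of at least 100 left 51114 OTX2, 30025 SOX2 and 38955 POU5F1 peaks, fewer by construction. The overlap ratio of OTX2 and POU5F1 was then 1.02 and no longer past the threshold, as with the 50000 highest-scoring peaks (1.03). Segments over 5 made up 3.19% for ZIC2 and 1.87% for POU3F1, and segments under 0.1 were 20.3% for ZIC2, 12.1% for OTX2, 10.1% for SOX2 and 23.8% for POU3F1. Peaks over 2000 bp were 11.4% for ZIC2, 5.03% for POU5F1 and 17.9% for POU3F1. Peaks under 1000 bp were 50.2% for OTX2, 62.6% for SOX2 and 32.9% for POU5F1, and peaks under 500 bp were 0.789% for ZIC2, 0.237% for OTX2, 0.550% for SOX2, 0.141% for POU5F1 and 0.0492% for POU3F1. The modal gap ratio of POU5F1 was 2.00. Within 50 kb of a TSS were 86.5% of ZIC2, 83.4% of OTX2, 58.6% of SOX2 and 46.0% of POU3F1 peaks. At Sox2, 0 pairs of ZIC2 and OTX2 peaks remained, and at Nodal 2.

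With the 50000 highest-scoring peaks of every list, 19.3% of ZIC2, 3.92% of POU5F1 and 29.8% of POU3F1 peaks were over 2000 bp, and 49.4% of OTX2, 76.9% of SOX2 and 44.8% of POU5F1 peaks were under 1000 bp. Under 500 bp were 0.098% of ZIC2, 0.22% of OTX2, 2.64% of SOX2, 0.396% of POU5F1 and 0.002% of POU3F1 peaks. Merging of peaks within 150 bp gave 10.1% of ZIC2, 4.05% of POU5F1 and 16.3% of POU3F1 peaks over 2000 bp. It gave 71.7% of OTX2, 80.0% of SOX2 and 54.8% of POU5F1 peaks under 1000 bp, and 7.74% of SOX2 and 3.42% of POU3F1 peaks under 500 bp. As shares of the summed width, peaks over 2000 bp made up 20.7% for ZIC2, 7.49% for POU5F1 and 30.0% for POU3F1, peaks under 1000 bp 59.8% for OTX2, 70.3% for SOX2 and 42.6% for POU5F1, and peaks under 500 bp 2.03% for ZIC2, 0.966% for OTX2, 4.57% for SOX2, 0.353% for POU5F1 and 1.36% for POU3F1.

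Segments of 500 kb reversed the rho of OTX2 and SOX2 to 0.0274. They gave 3.46% of segments over 5 for ZIC2 and, under 0.1, 19.5% for ZIC2, 11.3% for OTX2, 9.15% for SOX2, 5.94% for POU5F1 and 26.3% for POU3F1. Segments of 2 Mb gave 0.689% over 5 for POU3F1 and, under 0.1, 11.9% for ZIC2, 6.96% for OTX2, 3.83% for SOX2, 2.75% for POU5F1 and 17.0% for POU3F1. With the number of peaks as the measure, 1.01% of segments were over 5 for ZIC2 and 0.0387% for POU3F1, and under 0.1 were 9.95% for ZIC2, 7.78% for OTX2, 5.53% for SOX2 and 17.5% for POU3F1. On autosomes only, 7.16% were under 0.1 for OTX2. Given segment GC content, the rho became 0.396 for ZIC2 and SOX2, 0.264 for ZIC2 and POU5F1, 0.388 for ZIC2 and POU3F1, 0.557 for OTX2 and SOX2, 0.225 for OTX2 and POU5F1 and 0.358 for OTX2 and POU3F1, all reversed, and the other four pairs kept their direction. The rho with gene number given segment GC content was 0.0857 for SOX2, which reversed it, and moved to 0.374 for ZIC2, 0.382 for OTX2, -0.163 for POU5F1 and -0.0308 for POU3F1.

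With the TSSs of protein-coding transcripts only, 75.3% of ZIC2, 71.2% of OTX2, 44.3% of SOX2, 41.7% of POU5F1 and 29.7% of POU3F1 peaks lay within 50 kb, fewer because fewer TSSs were used. Distances to both flanking protein-coding genes gave 51.6% for ZIC2, 47.9% for OTX2, 28.3% for SOX2, 26.4% for POU5F1 and 19.1% for POU3F1. These are shares of distances, not of peaks, with the nearest gene on each side counted and distances over 1 Mb left out. For ZIC2 there were 238521 such distances from 121806 peaks. Distances from the nearest peak edge gave 47.6% for POU3F1. In each of these settings ZIC2 and OTX2 had the highest shares. With 1 TSS for each protein-coding gene, the central TSS ratio of OTX2 rose across 1 to 1.12 and that of SOX2, 0.816, was no longer past the threshold. Numbers of overlapping segments, divided by the number of peaks of the first TF, were 16.0% for ZIC2 and OTX2, 7.83% for OTX2 and SOX2, 7.39% for OTX2 and POU3F1, 18.5% for SOX2 and POU3F1 and 53.5% for POU5F1 and POU3F1, higher by construction because 1 peak can share several segments.

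The lists hold only peaks with a score of 50 or more and the read depth is unknown, which limits each statement that a TF lacks a peak at a site to sites above that score. With 1 library for each TF in each culture, no difference between the cultures has a replicate check.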

Differences from the paper's values

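The share of ZIC2 peaks wider than 2000 bp was 7.91% against the paper's 20%, and that of POU3F1 peaks was 13.2% against the paper's 29%. Of the alternatives set before the data were examined, the 50000 highest-scoring peaks of every list closed the gap, with 19.3% for ZIC2 and 29.8% for POU3F1. A score of at least 100 (11.4% and 17.9%) and merging of peaks within 150 bp (10.1% and 16.3%) did not. The share of the summed peak width, chosen after seeing the values, also closed it, with 20.7% and 30.0%. Peaks narrower than 1000 bp made up 73.7% for OTX2 and 81.8% for SOX2, against the paper's 60% and 70%. By summed width these shares were 59.8% and 70.3%, whereas the 50000 highest-scoring peaks gave 49.4% and 76.9%.

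Within 50 kb of a TSS lay 84.6% of ZIC2 peaks, against the paper's 55%. The TSSs of protein-coding transcripts narrowed the gap, with 75.3%, to less than 1.5 times the paper's value, whereas distances from the nearest peak edge (84.7%) and a score of at least 100 (86.5%) did not. Distances to both flanking protein-coding genes, chosen after seeing the values, gave 51.6%, a share of distances and not of peaks. For OTX2, to which the paper's 55% also applies, the share was 81.0%, less than 1.5 times that value. It was 71.2% with the TSSs of protein-coding transcripts and 83.4% with a score of at least 100. The share of distances to both flanking genes was 47.9%.

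At least 50 kb from a TSS were 40.2% of SOX2 peaks, 42.5% of POU5F1 peaks and 52.7% of POU3F1 peaks, against the paper's statement of more than 80% for each of them. The TSSs of protein-coding transcripts brought these shares within 1.5 times the paper's value, with 55.7%, 58.3% and 70.3%. Distances from the nearest peak edge, with 42.2% for POU5F1 and 52.4% for POU3F1, did not, nor did they for SOX2. A score of at least 100 gave 41.4% for SOX2 and 42.3% for POU5F1, and 54.0% for POU3F1, which left most of the gap for each of them, although the last is just within 1.5 times the paper's value. Distances to both flanking protein-coding genes, chosen after seeing the values, gave 71.7% for SOX2, 73.6% for POU5F1 and 80.9% for POU3F1. These values lie nearer to the paper's, but they are shares of distances, whereas the paper states shares of peaks.

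The maximum of the TSS profile around ZIC2 peaks was 0.0457 TSSs per peak in a bin of 100 bp, against the paper's 0.01. The TSSs of protein-coding transcripts, with 0.0290, did not close the gap, and 1 TSS for each protein-coding gene, chosen after seeing the values, did with 0.0132.

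The coordinates that the paper gives for the region in Fig. 2D span 10.3 Mb, against the paper's 100 Mb in the legend. No alternative bears on this length.

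The paper states that both SOX2 and POU5F1 had peaks on the Nes30 enhancer, whereas the POU5F1 list held 0 peaks in the region shown. The legend places the windows at Sox2 and Nes on chromosome 12, and both genes lie on chromosome 3 of mm9. The paper describes the overlapping peaks at the Sox2 N2 and Nes30 enhancers as singlets, for which it gives a limit in peak width. Upstream of Sox2, the ZIC2 peak of 465 bp was under this limit of 500 bp, and the POU5F1 and OTX2 peaks of 906 bp and 949 bp were over it. In Nes, the SOX2 peak of 398 bp was under it. The paper also reports more pairs of overlapping ZIC2 and OTX2 peaks near Fgf5 than the 4 found here. It describes a broader distribution of gap sizes for ZIC2 and POU3F1 than for the other TFs, whereas the interquartile range of log10 gap size was 0.814 for ZIC2 and 0.766 for POU3F1, and 0.866 for OTX2, 0.819 for SOX2 and 0.858 for POU5F1. Measured between peak edges, an alternative set in advance, it was broader for ZIC2 (1.10) and POU3F1 (1.08) than for OTX2 (0.995), POU5F1 (0.926) and SOX2 (0.866), the order that the paper describes. The paper places the peak widths of POU5F1 between those of the other TFs, as was the case for the share wider than 2000 bp (3.16%), but the share narrower than 1000 bp was lower for POU5F1 (55.6%) than for ZIC2 (61.1%). With the 50000 highest-scoring peaks of every list, the POU5F1 share of 44.8% lay between 19.8% for ZIC2 and 49.4% for OTX2, and by summed width its 42.6% lay between 40.3% and 59.8%. The POU5F1 share stayed below that of ZIC2 with a score of at least 100 (32.9% against 44.0%). Merging of peaks within 150 bp also left it lower (54.8% against 59.1%). The paper describes a depression of TSS density at OTX2 midpoints between bumps at about 1000 bp. Such a dip was present here, with 6.65 TSSs per 1000 OTX2 peaks in the bin at the midpoint and 10.1 per bin at 1000 bp. Only against the flanks was a depression unclear, since that ratio was 0.944 with an interval from 0.873 to 1.02 that includes 1.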

Other observations

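The tests of segment base composition, of gene number, of the depth of the POU5F1 list and of vector carryover were chosen only after the results were seen. Those of GC bias of single libraries, of extra chromosome copies and of the composite sequence were set beforehand. The chromosomes in the test of extra copies were chosen after their values were seen, so its result is not independent of that choice.

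ZIC2 and POU3F1 densities were negatively correlated across segments in both cultures, with a rho of -0.660 in the activin-free culture. Gene number does not account for this, since the partial rho in EpiSCs given the number of genes was still -0.425. A GC bias of a single library would differ between the libraries of a TF, and the rho of density with GC content differed by at most 0.0106 between the 2 libraries of ZIC2 or of POU3F1. For OTX2 and POU5F1 these differences were 0.213 and 0.257, over the limit set in advance. Base composition of the segments may account for the negative correlation, as the partial rho given GC content was 0.388 in EpiSCs. In 5 groups of segments of increasing GC content, the rho was 0.494, 0.171, 0.0976 and 0.0629, and -0.312 in the group with the highest GC content. A bias that all libraries share would move ZIC2 and POU3F1 density in the same direction with GC content. The rho with GC content was 0.935 for ZIC2 and -0.781 for POU3F1 in EpiSCs, and 0.935 and -0.791 in the activin-free culture. These values argue against such a shared bias as the cause of the negative correlation. Whether GC content acts through the binding sites was not tested and stays open.

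Most EpiSC POU3F1 peaks had no EpiSC POU5F1 peak, and the shorter POU5F1 list may be part of the reason. With the longer activin-free POU5F1 list, the share of EpiSC POU3F1 peaks with a POU5F1 peak was 53.2%, 4.71 times the random share, in place of 28.0%. In the highest-scoring sixth of POU3F1 peaks it was 84.7% in place of 57.9%, and the rise was between 19.5 and 30.6 percentage points in every sixth. A gain of POU5F1 sites on activin removal would give the same values, so that biological explanation stays open.

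SOX2 peaks shared by both cultures had higher scores in the EpiSC library than in the activin-free library on chromosomes 18 and 11, relative to the other chromosomes. Scores above 3000 were left out. The median log2 difference over 3 equal parts of chromosome 18 ran from -0.63 to -0.50 and over those of chromosome 11 from -0.35 to -0.33, compared with -0.03 to 0.13 over the 51 such parts of the other autosomes. For no other TF were all 3 parts of either chromosome below those of the other autosomes. Extra chromosome copies in the cells of the EpiSC SOX2 library are a candidate explanation, for which the least shifted part of chromosome 18, at -0.50, had to stand apart. SOX2 peaks numbered 41.2 per Mb on chromosome 18 in EpiSCs and 36.5 in the activin-free culture, and 12.3 and 25.7 per Mb on chromosome X, where the median difference was 0.19. The change on chromosome X was not specific to SOX2, since OTX2 peaks numbered 11.6 and 20.4 per Mb there and POU5F1 peaks 15.6 and 43.4. POU5F1 peaks were also more numerous in the activin-free list on every autosome. ZIC2 and POU3F1 peaks went the other way on chromosome X, with 12.5 and 11.6 per Mb and 46.8 and 42.0 per Mb. No reads were available to count copies, and an effect of activin removal on these chromosomes stays open.

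Each TF's own peaks covered 100% of the coding bases of its gene in both cultures. All of these peaks had a score of 3100 except 2 of the 3 on coding exons of Otx2, with scores of 2045 and 556 in EpiSCs and 2206 and 744 in the activin-free culture. Carryover of the expression vector, which the paper names for Sox2, would leave introns uncovered. Own peaks covered 0.187% of the intron bases more than 500 bp from coding exons in Zic2 and Pou5f1 over both cultures, as carryover at these 2 genes would leave. Lists of the other TFs covered 40.8% in EpiSCs and 31.5% in the activin-free culture, all of it in OTX2 and ZIC2 lists. The SOX2 and POU3F1 lists covered 0% of these intron bases, so uncovered introns alone do not single out carryover. Exons without introns were also covered in lists of other TFs at Zic2, so that this pattern is not specific to the TF's own vector. In Otx2 the OTX2 peaks covered 13.9% of these intron bases in EpiSCs and 29.8% in the activin-free culture, more than in the list of any other TF (up to 13.4% and 13.7%). OTX2 also has peaks in its own introns, so carryover and binding to the gene cannot be told apart there. The single-exon genes Sox2 and Pou3f1 offer no such test, and binding of a TF to its own gene stays open.

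A composite of the SOX2 and POU sequences at shared sites does not account for the overlap of SOX2 and POU5F1 peaks above random. It occurred at 1.56% of EpiSC POU5F1 peaks with a SOX2 peak and 1.55% of those without, an odds ratio of 1.01 (two-sided Fisher's exact test, p = 0.952). In the activin-free culture the odds ratio was 0.938 (p = 0.467 in the same exact test).

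In the activin-free culture, which the paper does not describe, the lists held 109305 ZIC2, 114041 OTX2, 87907 SOX2 and 101989 POU3F1 peaks besides those of POU5F1. Of the EpiSC peaks, 78.9% for ZIC2, 78.1% for OTX2, 77.6% for SOX2 and 82.6% for POU3F1 overlapped an activin-free peak of the same TF. The overlap of ZIC2 and POU3F1 was 0.211 times the random number, that of ZIC2 and OTX2 1.33 times and that of POU5F1 and POU3F1 4.66 times. The midpoint ratio of ZIC2 and POU3F1 was 0.916 (0.748 to 1.11), compared with 0.149 (0.0909 to 0.231) in EpiSCs. The density rho of ZIC2 and OTX2 was 0.666. Differences between the cultures in these values were not tested.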
